# Active DNA Demethylase, TET1, Increases Oxidative Phosphorylation and Sensitizes Ovarian Cancer Stem Cells to Mitochondrial Complex I Inhibitor

**DOI:** 10.3390/antiox13060735

**Published:** 2024-06-17

**Authors:** Lin-Yu Chen, Yao-An Shen, Ling-Hui Chu, Po-Hsuan Su, Hui-Chen Wang, Yu-Chun Weng, Shiou-Fu Lin, Kuo-Chang Wen, Phui-Ly Liew, Hung-Cheng Lai

**Keywords:** ten-eleven translocation 1 (TET1), DNA demethylation, ovarian cancer stem cells, oxidative phosphorylation (OXPHOS), mitochondria, mitochondrial complex I inhibitor, casein kinase-2 subunit alpha (CK2α) inhibitor

## Abstract

Ten-eleven translocation 1 (TET1) is a methylcytosine dioxygenase involved in active DNA demethylation. In our previous study, we demonstrated that TET1 reprogrammed the ovarian cancer epigenome, increased stem properties, and activated various regulatory networks, including metabolic networks. However, the role of TET1 in cancer metabolism remains poorly understood. Herein, we uncovered a demethylated metabolic gene network, especially oxidative phosphorylation (OXPHOS). Contrary to the concept of the Warburg effect in cancer cells, TET1 increased energy production mainly using OXPHOS rather than using glycolysis. Notably, TET1 increased the mitochondrial mass and DNA copy number. TET1 also activated mitochondrial biogenesis genes and adenosine triphosphate production. However, the reactive oxygen species levels were surprisingly decreased. In addition, TET1 increased the basal and maximal respiratory capacities. In an analysis of tricarboxylic acid cycle metabolites, TET1 increased the levels of α-ketoglutarate, which is a coenzyme of TET1 dioxygenase and may provide a positive feedback loop to modify the epigenomic landscape. TET1 also increased the mitochondrial complex I activity. Moreover, the mitochondrial complex I inhibitor, which had synergistic effects with the casein kinase 2 inhibitor, affected ovarian cancer growth. Altogether, TET1-reprogrammed ovarian cancer stem cells shifted the energy source to OXPHOS, which suggested that metabolic intervention might be a novel strategy for ovarian cancer treatment.

## 1. Introduction

Ovarian carcinoma is the most lethal gynecological malignancy because of the nonspecific symptoms in the early disease stages and delayed diagnoses until the advanced stages. Surgery followed by adjuvant chemotherapy remains the mainstay of treatment. Variation in individual response is common due to tumor heterogeneity; however, most patients with ovarian cancer develop recurrent and chemoresistant tumors. Therefore, understanding the biology of chemoresistance is important to improve the survival of patients with ovarian cancer. New and more precise therapeutic strategies are needed. Although The Cancer Genome Atlas (TCGA) consortium has revealed the genomic changes in ovarian cancer, no driver mutations were identified that could lead to the development of target therapeutics thus far.

In addition to genetics, epigenetics has been proven as a driving force in cancer development. DNA methylation, including global hypomethylation and gene-specific hypermethylation, is an important epigenetic modification that has a penetrating effect on genome stability, transcription, and development. Imbalances in genomic methylation homeostasis also contribute to cancer development and progression. More recently, findings regarding active DNA demethylation have raised new hope for cancer research. The ten-eleven translocation (TET) protein family is a family of alpha-ketoglutarate (α-KG) and Fe^2+^-dependent dioxygenases that mediate DNA demethylation [1]. This protein family has three 5-methylcytosine (5-mC) dioxygenase members, namely TET1, TET2, and TET3, that convert 5-mC to 5-hydroxymethylcytosine (5-hmC), which further triggers base excision repair and activation-induced cytidine deamination [2,3,4]. TET1 was first identified as a fusion protein [5] involved in a prerequisite step in the initiation of demethylation [1]. TET1 also binds primarily to the transcription start site of the CpG-rich promoters in the embryonic stem cell genome and regulates the level of DNA methylation [6]. Although the role of TET1 in cancer biology remains poorly understood thus far, the enzymatic role of TET proteins in the mammalian DNA demethylation pathway suggests the involvement of epigenetic dysregulation in various human cancers [7,8]. Recent investigations have suggested an oncogenic role of TET1 in solid cancers [9,10,11] and its involvement in the maintenance of cancer stem cells (CSCs) in prostate cancer [12], triple-negative breast cancer (TNBC) [13,14], and endometrial cancer [15]. In TNBC CSCs, TET1 is essential for their maintenance. It regulates the expression of OCT4 and NANOG, which are critical for the self-renewal and expansion of TNBC CSCs. TET1 also controls the cell cycle by upregulating the CDK1 and CCNB1 levels. In endometrial CSCs, TET1 increases the levels of 5-hmC in the promoter regions of the key CSC marker genes (NANOG, SOX2, and OCT4), thereby enhancing their expression and supporting the cancer stemness. However, the understanding of TET1 in ovarian cancer remains limited and controversial.

The ectopic expression of TET1 has been shown to inhibit colony formation, cell migration, and invasion [16,17]. TET1 overexpression reverses the epithelial–mesenchymal transition (EMT) process by inhibiting Wnt/β-catenin signaling through the demethylation of *SFRP2* and *DKK1*, the upstream antagonist of this pathway [18]. Conversely, higher TET1 expression in ovarian cancer is associated with poorer survival [19,20]. TET1 is significantly upregulated in cisplatin-resistant cells. The ectopic expression of TET1 promotes cisplatin resistance and reduces the cytotoxicity induced by cisplatin [20]. Additionally, TET1 re-expresses Vimentin through active DNA demethylation, contributing to a partial EMT [21]. These studies reported the phenotypic changes and single signaling pathway associated with TET1; however, the mechanisms and the full extent of its impact on ovarian cancer cells remain unclear. Our previous investigations revealed that TET1 reprogrammed the epigenomics of ovarian cancer cells, leading to a stem-like state that activated various regulatory networks, including the developmental, immune response, hormone response, and metabolic networks [9]. As the central hub of gene–gene interactions in immune response groups, casein kinase 2 (CK2) provides a therapeutic target to overcome the aggressiveness of ovarian cancer [9]. Cancer metabolism has been extensively studied, which reflects the importance of the metabolic supply for cancer cell survival, progression, and metastasis. Moreover, cancer metabolism has been suggested to affect immunometabolism and stem cell metabolism [22,23]; however, the metabolism in ovarian CSCs, especially in the TET1-reprogrammed stem state, has not yet been investigated. Elucidating ovarian CSC metabolism may offer a more beneficial therapeutic strategy for improving the overall survival of patients with ovarian cancer.

In normal cells, glucose is metabolized through glycolysis, the tricarboxylic acid (TCA) cycle, and oxidative phosphorylation (OXPHOS) to produce 34–38 molecules of adenosine triphosphate (ATP) per molecule of glucose. Cancer cells reportedly use the Warburg effect, which involves glycolysis rather than OXPHOS as an energy source [24,25]. CSCs, which are defined as subpopulations of cancer cells with a high capacity for self-renewal and the ability to initiate tumorigenesis, therapeutic resistance, and metastatic dissemination, exhibit the features of both normal stem cells and cancer cells [26]; however, the energy adaptations of CSCs remain unclear [27,28,29]. Recent reports have suggested that metabolic plasticity allows CSCs to switch between distinct metabolic preferences in different microenvironments [22,30,31,32].

The present study aimed to analyze the metabolism of TET1-reprogrammed ovarian CSCs and explore the possibility of a metabolic intervention for ovarian cancer treatment.

## 2. Materials and Methods

### 2.1. Cell Lines and Cell Culture Studies

All the cell lines (SKOV3, HeyC2, CP70, ES2, TOV21G, OVCAR3, and OVSAHO) were obtained from the American Type Cell Collection (Manassas, VA, USA). The TET1 overexpression and knockdown methods have been described previously [9]. For the drug study, the data were analyzed for drug combination effects using the CompuSyn software version 1.0, which employs the Chou–Talalay method [33]. The combination index and dose reduction index values, generated using a CompuSyn software simulation, were averaged for each cell line, and used to generate fraction affected–combination index plots for each constant–ratio drug combination.

### 2.2. Quantitative 5gmC PCR and mtDNA-CN

Total genomic DNA was isolated from TET1-transfected or control cells. For 5gmC, the hydroxylmethylated DNA was immunoprecipitated using Hydroxymethyl Collector^TM^ (Active Motif, Carlsbad, CA, USA) according to the manufacturer’s instructions. For mtDNA-CN, the mitochondrial genome was measured using *ATP6*, *COX3*, and *ND1*. The 18S ribosomal RNA was used as a reference for the normalization of the qPCR data. Quantitative 5gmC or mtDNA-CN PCR was performed using RT^2^ SYBR Green qPCR Mastermixes (SABiosciences, Qiagen, Valencia, CA, USA). The target regions were detected using the following primer sequences: *NDUFA13*: 5′-CCTGTCTGGGCAAAAGAGGAGTA-3′ (forward), 5′-ATGAGTGTGGCGGAAGCACTT-3′ (reverse); *NDUFAF3*: 5′-GGAGAGCAGGGGACGAAAT-3′ (forward), 5′-ATGGGCGGGTTCTGATGT-3′ (reverse); and *SCO2*: 5′-GCCGTCTCGATGAACACGT-3′ (forward), 5′-AGTGGACCAAGCACGAGAGG-3′ (reverse). The mtDNA-CN was assessed using the following primer sequences: *ATP6*: 5′-TTTATTGCCACAACTAACCTCCT-3′ (forward), 5′-TTGGGTGGTTGGTGTAAATG-3′ (reverse); *COX3*: 5′-GCAGGATTTTTCTGAGCCTTT-3′ (forward), 5′-GCCAGTGCCCTCCTAGTTG-3′ (reverse); *ND1*: 5′-CACCCAAGAACAGGGTTTGT-3′ (forward), 5′-TGGCCATGGGTATGTTGTTAA-3′ (reverse); and 18S rRNA: 5′-CTCAACACGGGAAACCTCAC-3′ (forward), 5′-CGCTCCACCAACTAAGAACG-3′ (reverse).

### 2.3. Seahorse XF Extracellular Flux Analyser

A mitochondrial respiration analysis was performed using the Seahorse XF Cell Mito Stress Test (Agilent, Santa Clara, CA, USA). Briefly, the ovarian cancer cells were sequentially treated with 1 μM oligomycin, 1 μM carbonyl cyanide-p-trifluoromethoxyphenylhydrazone, and a 0.5 μM mixture of rotenone and antimycin A according to the manufacturer’s instructions. The Seahorse XFe Wave Software (Agilent, version 2.6) was used to analyze the data. The OCRs were measured, followed by the sequential treatment every 3 min. The basal respiration, ATP-linked respiration, proton leak, maximal respiration, spare respiratory capacity, and non-mitochondrial respiration were assessed.

### 2.4. Intracellular ATP Level Measurement

A total of 2 × 10^4^ cells were seeded into an opaque white 96-well plate for 24 h at 37 °C with 5% CO_2_. The intracellular ATP levels were determined using the Luminescent ATP Detection Assay Kit (Catalogue number: ab113849, Abcam, Cambridge, UK) according to the manufacturer’s protocol. The fluorescence intensity after the TET1 expression compared with that in the control cells was used to calculate the relative intracellular ATP levels.

### 2.5. Mitochondrial Mass Examination

The cells were preincubated with 2.5 μM 10-N-nonyl acridine orange (Thermo Fisher Scientific, Waltham, MA, USA) for 10 min at 25 °C in the dark and harvested in a solution containing 5 mM KCl, 140 mM NaCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 10 mM glucose, and 5 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid buffer (pH 7.4). The fluorescence intensity was analyzed using a flow cytometer.

### 2.6. Intracellular ROS and Mitochondrial Superoxide Anion Level Measurement

The cells were incubated with Dulbecco’s Modified Eagle Medium containing CellROX Green (Thermo Fisher Scientific) or MitoSOX Red (Thermo Fisher Scientific) for 15 min at 37 °C. CellROX Green was used for the determination of the intracellular ROS levels, while MitoSOX Red was used to measure the mitochondrial superoxide anion levels. After staining, the cells were washed three times using a buffer (phosphate buffered saline, pH 7.2, 0.5% bovine serum albumin) and centrifuged for 5 min at 1500× *g*. Signals were collected for each sample in the flow cytometry analysis after gating the viable cells using forward and side scatter signals.

### 2.7. Mitochondrial Complex I Activity Measurement

The mitochondria were isolated using a Dounce homogenizer (Mitochondria Isolation Kit for Cultured Cells, Merck, Darmstadt, Germany), while the complex I activity was determined using a Mitochondrial Complex I Activity Assay Kit (Merck) according to the manufacturer’s protocol. In brief, the mitochondria were extracted using a mitochondrial buffer (1 mM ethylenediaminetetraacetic, 210 mM mannitol, 70 mM sucrose, and 5 mM Tris•HCl, pH 7.5), followed by centrifugation at 1200× *g* for 15 min at 4 °C. The supernatant was centrifuged at 17,000× *g* for 15 min at 4 °C to pellet the mitochondria. The mitochondrial fraction was resuspended for washing and centrifuged at 17,000× *g* for 15 min at 4 °C. For the complex I activity measurement, 4 μg mitochondria were added to the assay medium, and the baseline absorbance was read at 600 nm immediately. An NADH1 working solution was added and the decrease in the absorbance was recorded at 600 nm immediately. In parallel, the same quantity of reagents and samples but with the addition of rotenone (1 mM) was used.

### 2.8. Tricarboxylic Acid Cycle Metabolite Analysis

#### 2.8.1. Chemicals and Reagents

Twenty-three polar metabolite standards were obtained from Sigma-Aldrich (Merck). The stock solutions were prepared in methanol at 1 ppm (1 μg/mL) and stored at 20 °C. The standard mixture was mixed and diluted in series to the desired concentrations at an equal volume. Methanol, LC-MS grade, was obtained from J.T. Baker (Phillipsburg, NJ, USA). Formic acid, LC-MS grade, was obtained from Fisher Chemical (San Jose, CA, USA). Acetonitrile, LC-MS grade, was obtained from Merck.

#### 2.8.2. Cell Culture and Sample Preparation

The ovarian cancer cells were cultivated from approximately 1 × 10^7^ cells, and 0.8 mL of the cell sample was collected. The cells were separated by centrifuging at 1500× *g* for 5 min. The pellet was gathered for the subsequent procedure. Then, 1 mL of ice-cold methanol–water (7:3) solution was added to the cell pellets and vortexed for 1 min. Cell lysis was achieved by performing two consecutive freeze and thaw steps. The samples were centrifuged for 15 min at 15,000× *g*. The supernatant was filtered using a 0.22 μm filter.

#### 2.8.3. Chromatography Conditions

For the normal phase analysis, an ethylene-bridged hybrid (BEH) amide column, 1.7 μm (2.1 × 100 mm; Waters, Manchester, UK), was used. The column temperature was 40 °C. The same conditions were used in both the negative and positive modes. The flow rate was 0.3 mL/min with mobile phase A (water) and mobile phase B (acetonitrile, ACN), both containing 0.1% formic acid. The following elution gradient was used: 0 min, 100% B; 1 min, 100% B; 6 min, 5% B; 8.0 min, 5% B; 8.1 min, 100% B; and 10 min, 100% B.

#### 2.8.4. Mass Spectrometry

The analyses were performed using targeted protocols using the Xevo TQ-S triple quadrupole mass spectrometer and the quadrupole time-of-flight mass spectrometer (Waters SYNAPT G2 8K HDMS). The Waters ACQUITY UPLC system was connected to a Waters Xevo-TQS triple quadrupole mass spectrometer with an electrospray ionization probe (Waters Corporation, Milford, MA, USA). Source-dependent parameters were constantly maintained throughout the analysis, including the capillary voltage (2.8 kV), the desolvation temperature (450 °C), and the desolvation gas flow (900 L/h). Nitrogen (purity > 99.9%) and argon (purity > 99.998%) were used as the desolvation and collision gases, respectively. The multiple reaction monitoring (MRM) transition mode was used for the quantification of the metabolites in their individual MRM transitions. The dwell time was automatically calculated based on the region of the retention time window, the number of MRM transitions, and the number of data points required to form a peak. The Waters SYNAPT G2 8K HDMS quadrupole time-of-flight mass spectrometer was equipped with an electrospray ionization probe (Waters Corporation). The source-dependent parameters were constantly maintained throughout the analysis, including the capillary voltage (2.8 kV for the positive mode and 1.7 kV for the negative mode), the desolvation temperature (400 °C for the positive mode and 450 °C for the negative mode), and the desolvation gas flow (800 L/h for the positive mode and 900 L/h for the negative mode). The Mass Lynx 4.1 software was used for the target analysis data acquisition and integration.

### 2.9. Statistical Analysis

All the data are presented as mean ± SD. A statistical analysis was performed using the Student’s t-test. A difference between the groups with *p* < 0.05 was considered significant.

## 3. Results

### 3.1. TET1 Upregulated OXPHOS-Related Genes through Hydroxymethylation-Dependent DNA Demethylation in TET1-Reprogrammed Ovarian CSCs

Based on our previous computational predictions [9], we analyzed the effect of TET1-reprogrammed ovarian CSCs on metabolism-related genes using the NetworkAnalyst tool [34]. 

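RNA sequencing was performed on the ovarian cancer cell lines HeyC2 and SKOV3, each transfected with a TET1 expression plasmid (TET1-reprogrammed) or with the empty plasmid (control) and kept under Geneticin selection. 1 library was sequenced per condition, 4 in all, so no difference between TET1 and control has a replicate check. Paired-end reads were aligned by the authors to hg19 (GRCh37) with Bowtie2, and RSEM gave FPKM, fragment numbers divided by transcript length and sequencing depth, for 26506 genes. The number of mapped fragments was estimated from the spacing of the smallest FPKM values. The estimates were 7326007 in the HeyC2 control, 6622517 in HeyC2 TET1, 7067138 in the SKOV3 control and 6688963 in SKOV3 TET1.
The FPKM of GAPDH was identical in TET1 and control, at 5417.35 in HeyC2 and 2248.44 in SKOV3, and FPKM values up to 40 in the TET1 libraries fell on multiples of 0.01 times a constant. Each TET1 library had therefore been multiplied by 1 factor that set GAPDH to its control value, 3.23 in HeyC2 and 1.35 in SKOV3, a step that the paper's text does not name. The factors equal 1.69 and 0.43 on the log2 scale. Dividing by them returned a GAPDH of 1675 FPKM in HeyC2 TET1 and 1671 FPKM in SKOV3 TET1. The sum of FPKM over all genes in HeyC2 was 482524 in the control, 1636043 in TET1 as deposited and 505827 in TET1 before the scaling. In SKOV3 the corresponding sums were 472909, 613072 and 455596.
TET1 (chromosome 10, 70320094 to 70454244) rose from 0.20 to 1.68 FPKM in HeyC2 as deposited, or to 0.52 FPKM before the GAPDH scaling. In SKOV3 it rose from 0.43 to 2.42 FPKM, or to 1.80 FPKM before the scaling. The FPKM correspond to about 14 and 33 fragments on TET1 in the HeyC2 control and TET1 libraries and about 29 and 113 in the SKOV3 libraries. With a pseudocount of 1 added to each FPKM, the log2 fold change of TET1 was 1.16 in HeyC2 and 1.26 in SKOV3, and with a pseudocount of 0.01 it was 3.01 and 2.47.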

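The log2 fold change of each gene was computed as log2((TET1 + 1)/(control + 1)) on the FPKM as deposited, over genes with a mean FPKM of at least 1 in the cell line. In HeyC2, 12441 of 12993 genes (95.8%) were at least 1.5-fold higher in TET1, 65 were at least 1.5-fold lower, and the median log2 fold change of all genes was 1.61. In SKOV3, 6702 of 13339 genes (50.2%) were higher, 586 were lower, and the median was 0.59. Before the GAPDH scaling, a setting chosen after the data were examined, the median of all genes was 0.06 in HeyC2 and 0.19 in SKOV3. On that scale 1732 genes were higher and 882 lower in HeyC2, and 3719 were higher and 1499 lower in SKOV3. Of the 11888 genes that passed the filter in both cell lines, 5489 were higher in both as deposited, against 5468 if the calls in the cell lines were independent. A further 9 genes were lower in both, against 1.78 under independence. Across genes, which are not independent replicates, the log2 fold changes of the cell lines had a Spearman rho of 0.08.

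**Figure D1:**
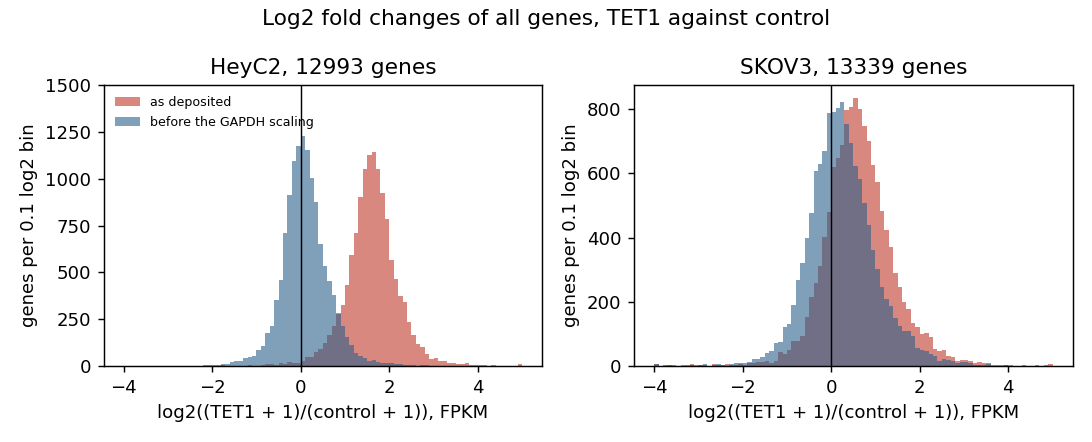
Distribution of the log2 fold changes of all genes, TET1 against control, in HeyC2 and SKOV3. The horizontal axis is the log2 fold change of FPKM with a pseudocount of 1 and the vertical axis the number of genes per bin. The distribution as deposited (red) centres on 1.61 in HeyC2 and 0.59 in SKOV3, and the distribution before the GAPDH scaling (blue) on 0.06 and 0.19.

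GAPDH, the gene used for the scaling, lies on the short arm of chromosome 12 (6643678 to 6647540). Its log2 fold change minus the median of all genes was -1.61 in HeyC2 and -0.59 in SKOV3. In HeyC2 the 169 genes of this arm had a median of -0.71 relative to all genes, and 150 of them (88.8%) lay below the all-gene median. The 497 genes of the long arm had a median of -0.01. In SKOV3 the medians were 0.00 for 151 genes of the short arm and 0.06 for 520 genes of the long arm.

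**Figure D2:**
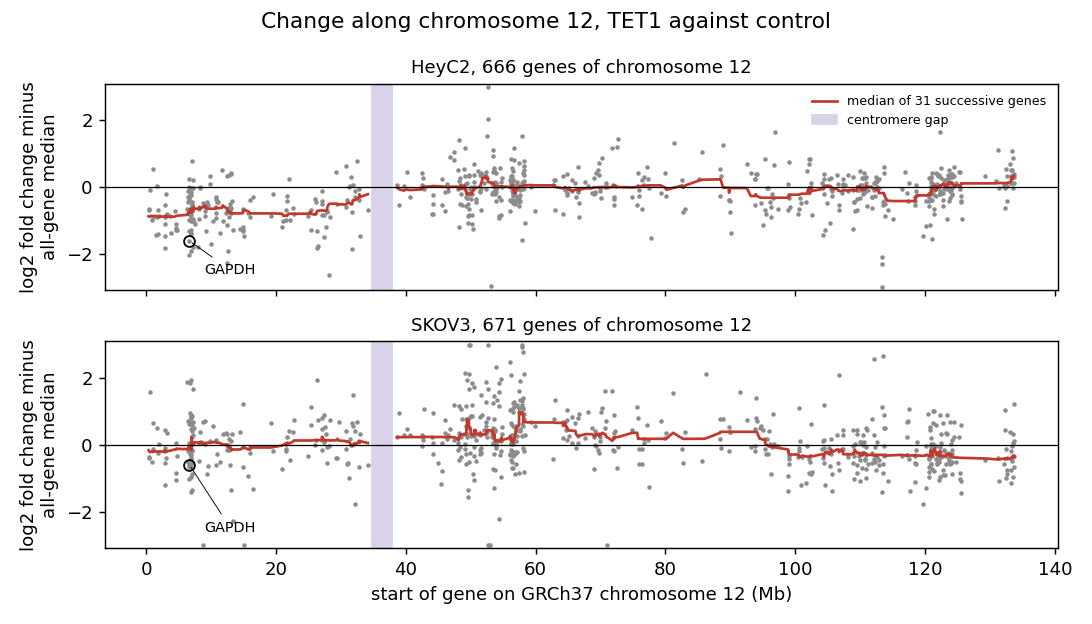
Change of expression along chromosome 12 in HeyC2 (top) and SKOV3 (bottom). The horizontal axis is the start of each gene on GRCh37 in Mb, the vertical axis its log2 fold change minus the median of all genes, each dot is a gene, the red line is a running median over neighbouring genes and the shaded band is the centromere gap. In HeyC2 the running median lies below 0 along the short arm, where the arm's median is -0.71, and near 0 along most of the long arm.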

The enrichment analysis showed that OXPHOS (22 hits, *p* < 0.001, FDR < 0.001) was the most important process after TET1-reprogrammed SKOV3 and HeyC2 (Figure 1A). 

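A list of 117 OXPHOS genes, written by hand before the data were examined, covered nuclear-encoded subunits of complexes I to V, V-ATPase subunits and other members of the pathway. Of these, 106 passed the expression filter in HeyC2 and 107 in SKOV3. Their median log2 fold change as deposited was 1.56 in HeyC2, a difference of -0.05 from the median of all genes, and 0.39 in SKOV3, a difference of -0.20. The list was placed among 10000 random lists of the same size matched on mean expression, as a description of these libraries. In HeyC2 its median was at percentile 0.59, with 59 random lists below it, and lay -0.12 from the median of the random lists, whose SD was 0.05. In SKOV3 it was at percentile 65.1, at 0.03 from the median of the random lists (SD 0.07). Without expression matching the percentiles were 19.5 in HeyC2 and 0.5 in SKOV3. The alternatives that moved the medians most were upper-quartile scaling in HeyC2, with -0.20, and median centring in SKOV3, with -0.20. Before the GAPDH scaling the medians were -0.11 in HeyC2 and -0.03 in SKOV3.
Hits were defined as OXPHOS genes at least 1.5-fold higher in both cell lines. There were 25 among the 105 genes that passed the filter in both, at percentile 0.965 of the random lists, whose median was 36 hits. The paper's reported number of hits is 22, and its text names neither the input genes nor the threshold of that enrichment analysis. Only 1 hit, ATP6V0E2, a V-ATPase subunit and not part of complexes I to V, was left before the GAPDH scaling. TPM rescaling, median centring and upper-quartile scaling each gave 1 hit, and correction for GC content and transcript length, also chosen after the data were examined, gave 39.
By complex, the medians relative to all genes in HeyC2 and SKOV3 were -0.11 and -0.25 for the 37 genes of complex I, 0.24 and -0.66 for the 4 genes of complex II, 0.08 and -0.18 for the 9 genes of complex III, -0.04 and -0.10 for complex IV, and -0.17 and -0.17 for the 15 genes of complex V. Complex I was at percentile 0.395 of its random lists in HeyC2 and 49.2 in SKOV3, and complex V at 1.28 and 82.1.

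**Figure D3:**
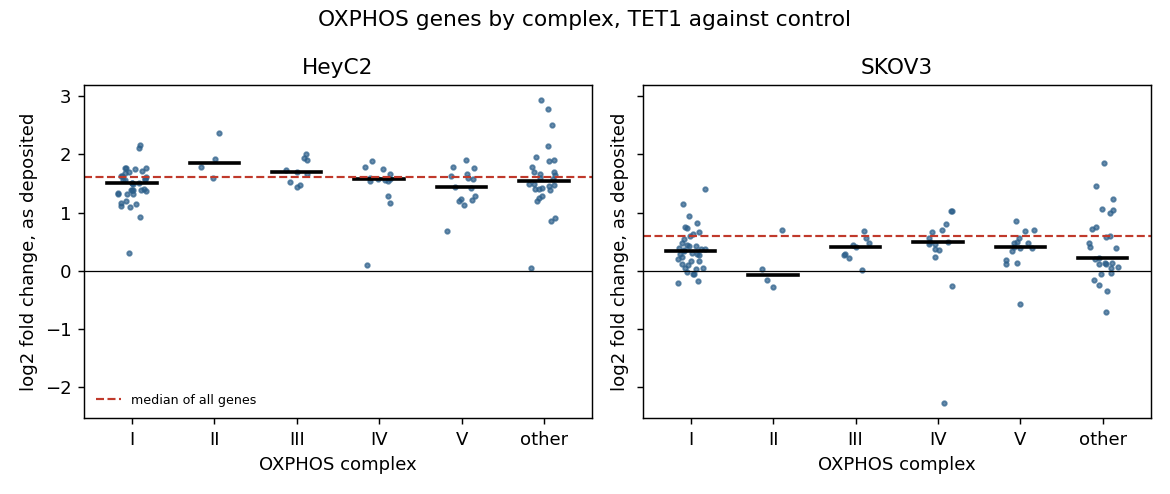
Log2 fold changes of OXPHOS genes by complex in HeyC2 and SKOV3, FPKM as deposited with a pseudocount of 1. Each dot is a gene, each bar the median of its complex, the dashed line the median of all genes (1.61 in HeyC2, 0.59 in SKOV3), and other stands for V-ATPase subunits and further members of the pathway. Of the OXPHOS genes, 64 of 106 lie below the dashed line in HeyC2 and 79 of 107 in SKOV3.

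The highest mean log2 fold changes over both cell lines were those of ATP6V0E2 (chromosome 7, 149570057 to 149588293), with 2.77 in HeyC2 and 1.24 in SKOV3, LHPP (chromosome 10, 126150392 to 126306457), with 1.40 and 1.85, and TCIRG1 (chromosome 11, 67806492 to 67818362), with 2.93 and -0.15. All of them belong to the V-ATPase subunits and other members of the pathway, not to complexes I to V. The ranking covers genes that passed the filter in both cell lines. COX7A1, below it in HeyC2, was at -2.27 in SKOV3. The lowest were those of NDUFA9 (chromosome 12, 4758261 to 4803483), with 0.31 and 0.27, ATP5G1 (chromosome 17, 46970127 to 46973233), with 1.29 and -0.57, and NDUFA7 (chromosome 19, 8373652 to 8386259), with 1.10 and -0.21. NDUFA9 lies on the short arm of chromosome 12, whose genes fell relative to other genes in HeyC2. From the enrichment of OXPHOS among the metabolic processes in Figure 1A, the paper states that OXPHOS was the most important process in both TET1-reprogrammed cell lines, and it then measured OXPHOS genes by qRT-PCR.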

Then, we determined the expression of the mitochondrial and nuclear-encoded OXPHOS genes using quantitative reverse transcription polymerase chain reaction (qRT-PCR). The OXPHOS-related genes were upregulated in TET1-reprogrammed SKOV3 and HeyC2 and suppressed by TET1 knockdown in CP70 (Figure 1B).

To examine whether TET1 could activate the OXPHOS-related genes using DNA demethylation, we assessed the methylation levels of the target genes from 5 kb upstream to 5 kb downstream of the transcription start site using MethylCap-seq. TET1 caused a dramatic decrease in the DNA methylation levels around the promoter regions of *NDUFA13*, *NDUFAF3*, and *SCO2*, with a reduction of 0.48-, 0.44, and 0.25-fold, respectively, as shown in the methylation area chart (Figure 2A and Supplementary Figure S2). To further confirm whether DNA demethylation occurred through a hydroxymethylation manner, we used β-glucosyl-5-hmC chromatin immunoprecipitation (5gmC ChIP)-qPCR to measure the 5-hmC levels of these genes’ demethylation region (R), where there is a predicted TET1 binding site. We found that TET1 enriched the 5-hmC levels in the *NDUFA13*, *NDUFAF3*, and *SCO2* promoter regions in SKOV3 and HeyC2 CSCs (Figure 2B). These findings indicate that TET1 directly reactivated the OXPHOS-related genes through hydroxymethylation-dependent DNA demethylation in ovarian cancer, implying that TET1 may reprogram the energy metabolism process in ovarian cancer, in which cells tend to use mitochondrial respiration to produce energy.

### 3.2. TET1 Enhanced Bioenergetic Properties and Mitochondrial Function of TET1-Reprogrammed Ovarian CSCs

To characterize the bioenergetics profile of TET1-reprogrammed ovarian CSCs (SKOV3, HeyC2, OVCAR3, OVSAHO, TOV21G, and ES2), we used the Agilent Seahorse XF Analyzer to determine the oxygen consumption rate (OCR) and extracellular acidification rate (ECAR), which are indicative of the mitochondrial OXPHOS and glycolytic rates, respectively. TET1 increased the cellular OCR (X-axis) in all TET1-reprogrammed ovarian CSCs, ranging from 1.16- to 4.00-fold (Figure 2C), indicating that TET1 switched the cellular energy metabolism to higher levels of OXPHOS, which is a more efficient state. Indeed, TET1-reprogrammed ovarian CSCs were more sensitive to the OXPHOS inhibitor, oligomycin, rather than the glycolysis inhibitor, 2-deoxy-D-glucose (Supplementary Figure S3). ECAR was reduced in high-grade serous carcinoma (OVCAR3 and OVSAHO), which indicated a dependence on mitochondrial respiration rather than glycolysis. ECAR and OCR were increased in clear cell carcinoma (ES2 and TOV21G), which suggested an equal use of both glycolysis and OXPHOS; however, ECAR was not affected in SKOV3 and HeyC2, which implied a preference for OXPHOS.

To implicate TET1 expression more thoroughly in the alteration of mitochondrial energy production of TET1-reprogrammed ovarian CSCs, we evaluated the mitochondrial respiratory profiles using OCR measurements over time. The baseline OCR measurements were followed by the addition of oligomycin (injection 1) that inhibited complex V (mitochondrial ATP synthase), causing a decrease in the OCR. Then, carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (injection 2) was added, which caused the uncoupling of mitochondrial OXPHOS and resulted in maximal respiration. Finally, a combination of rotenone and antimycin A (injection 3) was added to suppress the mitochondrial complex I and III activities of the mitochondrial respiration chain (Figure 3A). We found that TET1 increased basal and ATP-linked respiration capacities in ES2, OVCAR3, and OVSAHO CSCs, as well as maximal respiration capacities in ES2 and OVSAHO CSCs (Figure 3B and Supplementary Figure S4). Furthermore, we found that TET1 increased the mitochondrial complex I activity (Figure 3C) and cellular ATP levels (Figure 3D) in ovarian CSCs by 2.41- to 3.44-fold and 1.32- to 2.05-fold, respectively, using the Mitochondrial Complex I Activity Assay Kit and the ATP Determination Kit. Thus, TET1 enhanced mitochondrial complex I activity and OXPHOS capability to produce ATP in ovarian CSCs.

### 3.3. TET1 Enhanced Mitochondrial Biogenesis and Detoxification Capacity in TET1-Reprogrammed Ovarian CSCs

The aforementioned findings supported a unique role for the elevated OCR levels of TET1-reprogrammed ovarian CSCs. Therefore, to determine whether TET1 increased the mitochondrial respiratory capacity by activating the OXPHOS pathway alone or in conjunction with an increased mitochondrial number, we investigated the mitochondrial mass using the 10-N-nonyl acridine orange assay and the mitochondrial DNA copy number (mtDNA-CN) using qPCR for mtDNA, ATP6, COX3, and ND1. We found that TET1 increased the mitochondrial mass by 1.79-fold in ES2 (Figure 4A). We also observed an increase in mtDNA-CN for all the different histotypes of ovarian cancer (Figure 4B). Consistently, by inhibiting TET1 expression in CP70, mtDNA-CN was decreased (Figure 4C). Gene expression profiles after TET1 expression in the different histotypes of ovarian cancer were further determined using qPCR. As expected, TET1 activated several mitochondrial biogenesis genes (Figure 4D).

The mitochondrial OXPHOS pathway is known to produce reactive oxygen species (ROS), such as superoxide anion (O_2_^−^). We next evaluated the intracellular ROS and O_2_^−^ levels using the CellROX Green and MitoSOX Red assays, respectively (Figure 4E,F). Interestingly, the intracellular levels of ROS and O_2_^−^ decreased by 0.47- and 0.37-fold, respectively, together with the upregulation of several antioxidant-related genes after TET1 expression (Figure 4D). Our findings indicated that TET1 enhanced mitochondrial biogenesis, increased mitochondrial mass, activated the OXPHOS pathway, and enhanced the antioxidant capability to reduce reactive oxygen species.

### 3.4. TET1-Reprogrammed Ovarian CSCs Increased Metabolites of the TCA Cycle, Especially α-KG

The TCA cycle intermediates, α-KG, succinate, and fumarate, can regulate the levels of DNA and histone methylation. DNA demethylases (TETs) are members of the α-KG-dependent hydroxylase family. Therefore, it is not surprising that TCA cycle metabolites can regulate gene expression by modifying epigenetic reprogramming.

We next applied mass spectrometry to detect the TCA cycle metabolites, including glucose-6-phosphate, fructose-6-phosphate, pyruvate, lactate, α-KG, glutamate, fumarate, and malate in the control and TET1- reprogrammed ES2 CSCs (Supplementary Figure S5). The TCA metabolites were significantly increased in TET1-reprogrammed ES2 CSCs, especially α-KG, which showed a 34.89-fold increase (Figure 5). We also found a marginal increase in glutamine uptake, by a 1.62-fold change. Our findings indicated that TET1 most significantly increased the levels of α-KG, which could maintain TET1 activity and, in turn, provide a positive regulatory loop for reprogramming metabolic epigenomes.

### 3.5. Inhibition of OXPHOS Affected Ovarian CSCs Growth and Had Synergistic Effects with CK2 Subunit Alpha (CK2α) Inhibitor

Considering that TET1-reprogrammed ovarian CSCs showed increased mitochondrial respiration and enhanced complex I activity, we examined the growth inhibition of the mitochondrial complex I inhibitor, rotenone, in TET1-reprogrammed ovarian CSCs. We examined the dose–response curves and half-maximal inhibitory concentration values of rotenone (Figure 6A, green and pink curves) in four ovarian cancer cells. The half-maximal inhibitory concentration values (μM) of rotenone were reduced by 0.54-, 0.30-, 0.45-, and 0.77-fold in TET1-reprogrammed SKOV3, HeyC2, ES2, and TOV21G CSCs, respectively (Supplementary Table S1). Our previously published data strongly suggested that TET1-reprogrammed ovarian CSCs were also susceptible to the CK2α inhibitor, CX-4945 (Figure 6A, blue and red curves). Therefore, we hypothesized that simultaneous targeting by the mitochondrial complex I inhibitor and the TET1-mediated immune modulator CK2α may have additive or synergistic effects on ovarian cancer cell growth inhibition. Next, we calculated the combination index and fraction-affected values of rotenone and CX-4945 by integrating the survival data using the CompuSyn algorithm (Supplementary Table S2). Highly synergistic and dose-dependent treatment effects of a combination of rotenone and CX-4945 were observed in different TET1-reprogrammed ovarian CSCs (Figure 6B). The combination of CX-4945 and rotenone translated into a 13.68- and 6.28-fold reduction in the dose required to achieve 75% cell death for CX-4945 and rotenone, respectively, as compared with single-agent treatment in TET1-reprogrammed HeyC2 CSCs (Supplementary Figure S6 and Table S3). Thus, our data indicated that the combined treatment of rotenone and CX-4945 in TET1-reprogrammed ovarian CSCs resulted in significant synergistic effects as compared with control cells under different drug concentration conditions.

## 4. Discussion

The metabolism of CSCs remains rarely investigated, especially in ovarian cancer. Cancer cells engage metabolic pathways, commonly known as the ‘Warburg effect’ [24,25]; however, the Warburg effect is not a feature of all types of cancers, or even of all cancer cells in the same tumor, because cancer cells are heterogeneous [22,23]. Importantly, altered metabolism and epigenome interactors in malignancies are likely to contribute to the generation of CSCs [30]. Some studies have suggested that CSCs display decreased mitochondrial function and an increased dependence on glycolysis [35], while others reported an increased dependence on mitochondrial function and OXPHOS [36]. Lipid metabolism and glutaminolysis also play important roles in CSC maintenance [29,31]. Under normoxic conditions, CSCs generate most of the ATP through OXPHOS and the β-oxidation of fatty acids; however, under hypoxic conditions, the glycolytic rate in CSCs tends to be upregulated to generate energy and promote stemness properties. The metabolism of ovarian CSCs has been controversial [37,38,39]. Park et al. suggested that an inhibitor of pyruvate kinase M2 suppressed SKOV3 cell growth by targeting the Warburg effect [40]. Other studies have demonstrated that ovarian cancer cell lines use OXPHOS as a highly metabolic phenotype [38,41]. Moreover, glutamine [42,43] and fatty acid metabolism [44] were also reported as alternative energy sources for ovarian CSCs; however, the ovarian cancer stem status and the energy metabolic shift between OXPHOS, glycolysis, glutaminolysis, or fatty acid metabolism in ovarian CSCs remain unclear. Our findings demonstrated that, epigenetically, TET1 reprogrammed ovarian cancer and altered the mitochondrial OXPHOS pathway to activate respiration rather than glycolysis for energy production, suggesting metabolic plasticity via epigenetic regulation in ovarian CSCs.

Indeed, the epigenetic effects on metabolism and vice versa remain an intriguing issue. *TET2* mutations drive tumorigenesis in several cancers, particularly in myeloid malignancies [45,46]. Acute myeloid leukemia with mutations in *TET2* or *IDH2* is sensitive to epigenetic therapy involving the inhibition of DNA methyltransferase activity using 5-azacytidine or the inhibition of mutant *IDH2*. These inhibition methods induce a differentiation response and serve as a targetable mechanism-based combination therapy [44]. Metabolic heterogeneity and epigenetics were not well recognized until recently. Certain metabolic alterations occur at the epigenetic level. Moreover, for the metabolites that are generated during the glycolytic cycle, TCA and OXPHOS serve as cofactors that catalyze epigenetic modifications and transcriptional regulation [32]. Most demethylation reactions are catalyzed by a large family of α-KG-dependent dioxygenases, which includes the TET enzymes [47,48,49]. TET enzymatic activity depends on the availability of the co-substrates (α-KG, ferrous iron, and oxygen) and the presence of competitive inhibitors, such as 2-hydroxyglutarate, succinate, and fumarate [50]. The present study revealed that TET1-reprogrammed ovarian CSCs increased the metabolite levels of α-KG, which may reciprocally regulate the TET1 dioxygenase function.

Mitochondrial OXPHOS produces ATP through the electron transport complexes I, II, III, IV, and V [51]. The inhibition of these complexes is an effective strategy for the inhibition of OXPHOS and has been proposed as a potential therapeutic approach [37]. As the first step of the electron transport chain, the proton gradient is generated via the proton pump function of mainly complex I [52,53]. In new drug development, complex I is thus a target for inhibiting OXPHOS. A clinical-grade small molecule inhibitor of complex I, IACS-010759, was effective for tumor growth inhibition in mantle cell lymphoma [54]. Recently, a phase I trial of IACS-010759 in patients with advanced solid tumors, relapsed/refractory acute myeloid leukemias, and lymphomas is ongoing [55,56,57]. Accordingly, OXPHOS has emerged as a target for treating OXPHOS-dependent malignancies, such as leukemias, lymphomas, pancreatic ductal adenocarcinoma, specific subtypes of melanoma, and endometrial carcinoma [55]. Moreover, complex I inhibitors have been proposed to alter the microenvironment immune status [57,58], which may have implications in immunotherapy; however, novel applications of complex I inhibitors with a suitable therapeutic index to target ovarian cancer cell metabolism remain lacking [59]. Our findings supported the potential use of complex I inhibitors in future ovarian cancer treatment, especially in the TET1-high expression subgroup. In conjunction with our present and previous studies [9], we further explored the synergistic effects of the mitochondrial complex I inhibitor (rotenone) and the CK2α inhibitor (CX-4945) in different ovarian cancer cell lines. Although, in the present study, we did not evaluate the interactions between mitochondrial DNA and TET1, nor did we explore the role of TET1 in the regulation of mitochondrial morphology and dynamics; understanding how TET1 influences mitochondrial epigenetics and dynamics could provide a more comprehensive understanding of ovarian cancer metabolism and remains to be determined in future studies. Our findings provide evidence for combining these two novel strategies, metabolic intervention, and immune modulation, for ovarian cancer treatments in the future.

## 5. Conclusions

The present study revealed that TET1 could demethylate the OXPHOS genes, increase mitochondrial numbers, and shift the energy source to OXPHOS rather than glycolysis, which is a reverse phenomenon of the Warburg effect. We also demonstrated growth inhibition using a complex I inhibitor. Our findings contribute to the understanding of metabolic plasticity in TET1-reprogrammed ovarian CSCs and suggest a new therapeutic strategy involving metabolic intervention. Translational research for the clinical application and an understanding of the feedback loop between metabolic and epigenetic machinery in ovarian cancer are warranted.

## Figures and Tables

**Figure 1:**
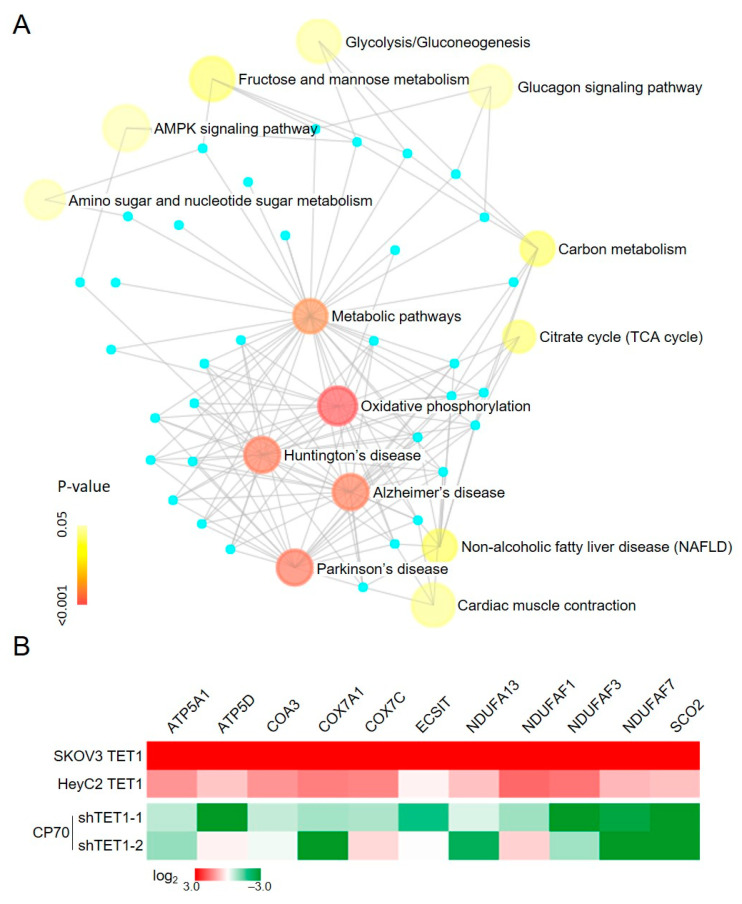
Enrichment network analysis of the TET1-mediated metabolic processes. (**A**) Enrichment map analysis, following TET1 overexpression, revealed several distinct metabolic process clusters. Nodes represent TET1-activated gene sets, edges represent mutual overlap, and light blue dots represent genes not clusters in the gene set. Node size is proportional to the total number of genes in each set, and node color represents the *p*-values. (**B**) OXPHOS-related genes were re-expressed after TET1 expression. OXPHOS-related gene expression levels were examined using quantitative reverse transcription polymerase chain reaction (qRT-PCR) in TET1-reprogrammed SKOV3 and HeyC2, as well as in TET1-knockdown CP70.

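The other metabolic clusters of Figure 1A were examined with gene lists written in the same way, and their medians were placed among random lists of matched expression. Glycolysis/gluconeogenesis had a median log2 fold change of 1.44 in HeyC2 (40 genes, percentile 0.28) and 0.46 in SKOV3 (44 genes, percentile 56.5). The citrate cycle had 1.66 in HeyC2 (percentile 34.7) and 0.42 in SKOV3 (percentile 55.6). Fructose and mannose metabolism had 1.46 (percentile 3.34) and 0.26 (percentile 4.88), amino sugar and nucleotide sugar metabolism 1.57 (percentile 11.5) and 0.42 (percentile 21.0), and AMPK signaling 1.62 (percentile 23.5) and 0.43 (percentile 18.2). The medians of glycolysis/gluconeogenesis before the GAPDH scaling were -0.19 in HeyC2 and 0.06 in SKOV3, and those of the citrate cycle 0.04 and 0.00.
Lists of abundant genes outside the pathway served as a comparison. Cytosolic ribosomal proteins had a median of 1.79 in HeyC2 (percentile 95.6) and 0.27 in SKOV3 (percentile 65.7), and mitochondrial ribosomal proteins 1.64 (percentile 15.8) and 0.16 (percentile 0.305). Proteasome genes had 1.40 in HeyC2, where 0 of 10000 random lists had a lower median, and 0.12 in SKOV3 (percentile 3.21).

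**Figure D4:**
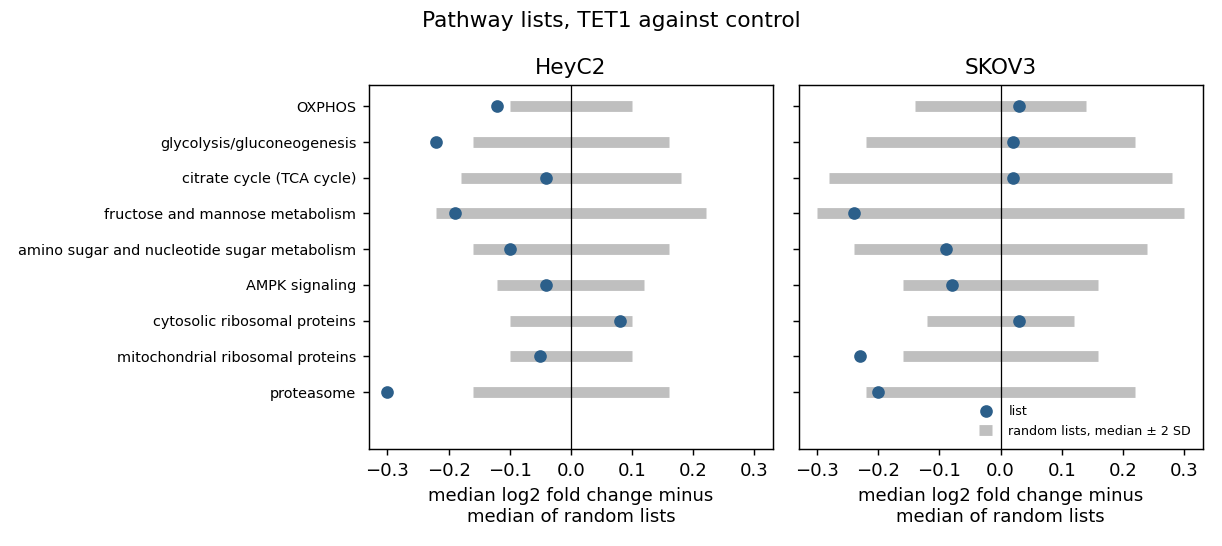
Median log2 fold change of each gene list minus the median of its expression-matched random lists, in HeyC2 and SKOV3. Dots are the lists and grey bars span 2 SD of the medians of random lists on either side of 0. The OXPHOS dot is at -0.12 in HeyC2, below its bar, and at 0.03 in SKOV3, within it.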

**Figure 2:**
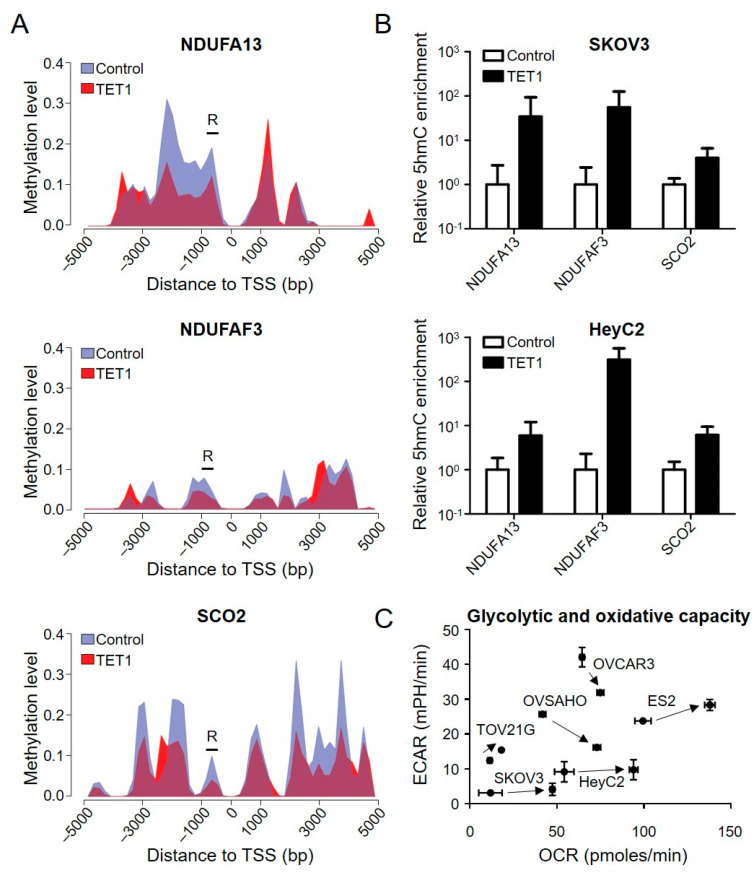
OXPHOS-related genes were demethylated through hydroxymethylation after TET1 expression. (**A**) Area charts display the methylation level of the control (hydrangea blue) and TET1-reprogrammed (red) HeyC2 cells. To visually represent the methylation changes, the stacked areas (non-overlapping areas) can be expressed as demethylation (hydrangea blue) or methylation (red) after TET1 expression. Black bars (R) show the 5gmC chromatin immunoprecipitation (ChIP) PCR regions, which contain a predicated TET1 binding site. (**B**) The 5-hmC levels of *NDUFA13*, *NDUFAF3*, and *SCO2* were measured using 5gmC ChIP PCR. The 5-hmC marker was enriched in the promoter regions of the target genes after TET1 expression. (**C**) TET1 increased the mitochondrial respiratory capacities of the ovarian cancer cells. The oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) of TET1-reprogrammed SKOV3, HeyC2, ES2, TOV21G, OVCAR3, and OVSAHO were measured using the real-time Seahorse XF Extracellular Flux Analyser. TET1-reprogrammed CSCs had higher mitochondrial respiratory capacities than the control cells.

**Figure 3:**
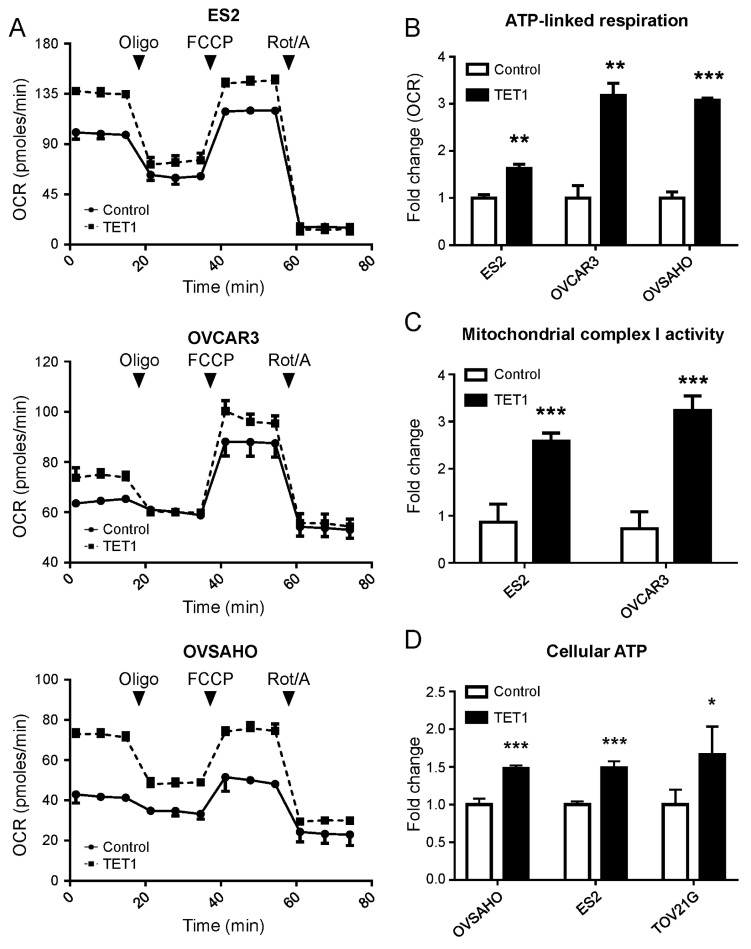
TET1 enhanced the bioenergetic properties and function of mitochondria. (**A**) The real-time mitochondrial respiratory profile was measured using the oxygen consumption rate (OCR) using the Seahorse XF Extracellular Flux Analyser. (**B**) The ATP-linked respiration was calculated, which was derived from the difference between the OCR at baseline and respiration of (**A**) following oligomycin addition. (**C**) The mitochondrial complex I activity of ovarian cancer cells was measured using the Mitochondrial Complex I Activity Assay Kit. TET1-reprogrammed CSCs displayed significantly higher complex 1 activity than the control cells. (**D**) Cellular ATP levels in ovarian cancer cells were measured using the ATP Determination Kit. TET1 increased cellular ATP levels in ovarian cancer. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 4:**
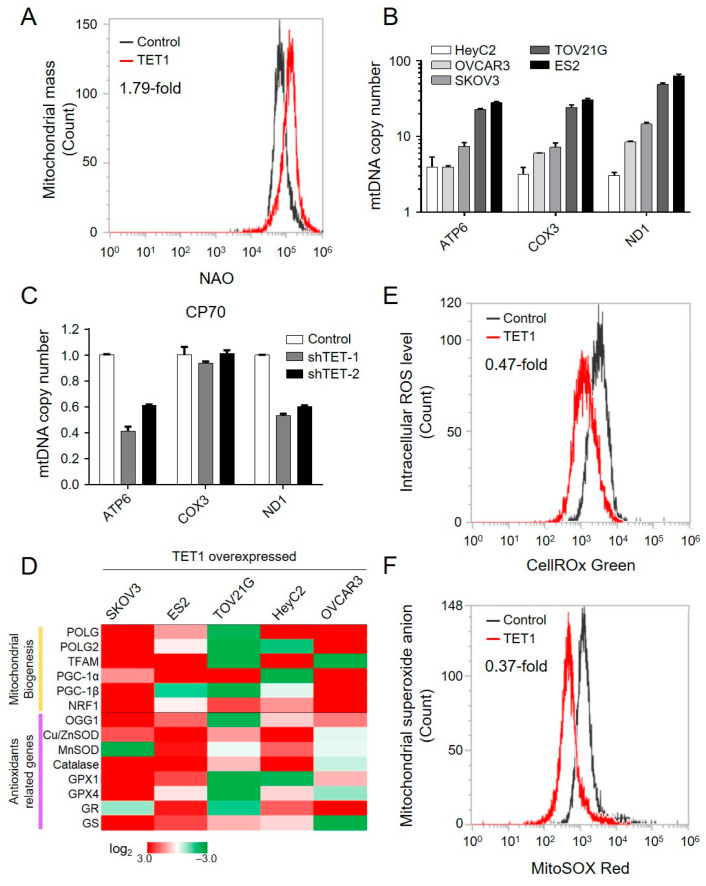
TET1 increased the mitochondrial biogenesis and detoxification capability. (**A**) The mitochondrial mass was assessed using the nonyl acridine orange (NAO) assay in ES2. (**B**) The mitochondrial copy number was measured using qPCR of the mitochondrial DNA, *ATP6*, *COX3*, and *ND1* in (**B**) TET1-reprogrammed and (**C**) TET1-knockdown cells. (**D**) The heat map shows the expression level of mitochondrial biogenesis and antioxidant-related genes using qPCR. (**E**) The intracellular reactive oxygen species and (**F**) superoxide anion levels in ES2 were measured using CellROX and MitoSOX staining, respectively.

**Figure 5:**
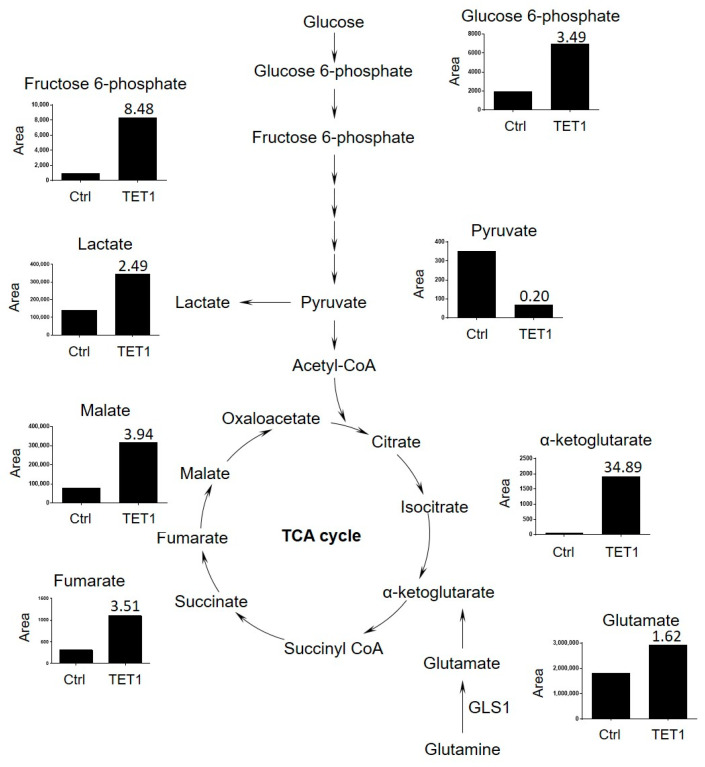
The tricarboxylic acid (TCA) cycle metabolites were significantly increased among TET1-reprogrammed ovarian CSCs. The TCA cycle metabolite levels (glucose-6-phosphate, fructose-6-phosphate, pyruvate, lactate, α-ketoglutarate, glutamate, fumarate, and malate) of control and TET1-reprogrammed ovarian CSCs are shown. The representative metabolite peak chromatograms are shown in Supplementary Figure S5.

**Figure 6:**
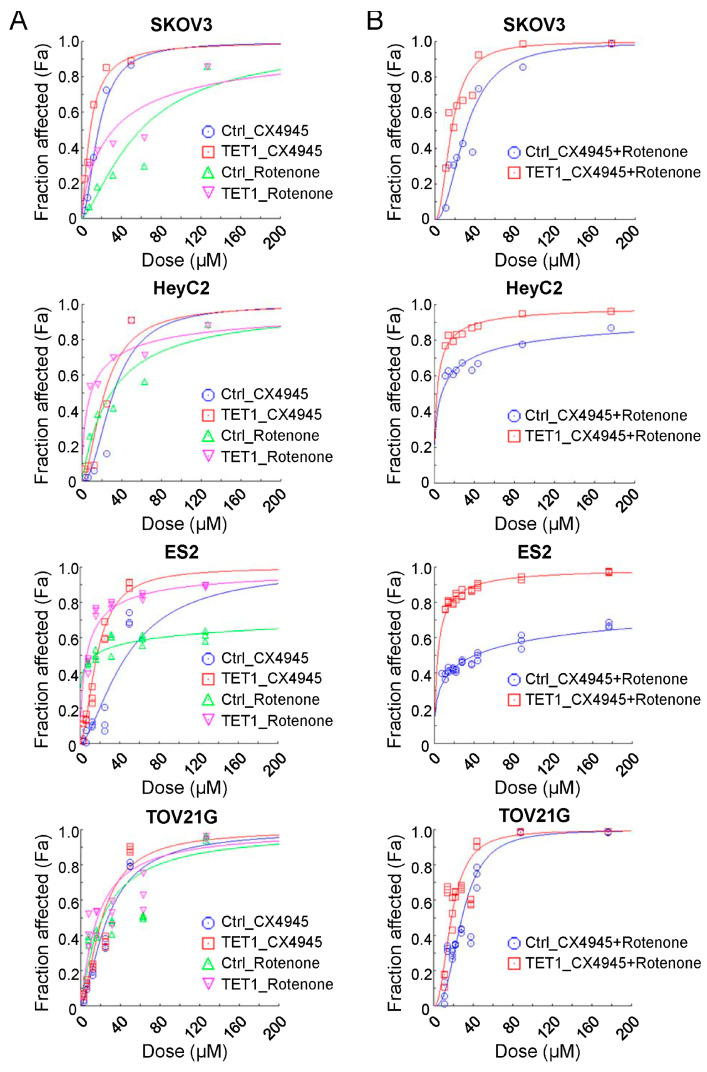
Combination effect of therapies targeting the mitochondria and casein kinase 2 pathways. Ovarian cancer cell dose–effect curves simulated by the median-effect equation for CX-4945 and rotenone using CompuSyn software with (**A**) actual single and (**B**) combination drug data points are shown. The left-shift curves indicate that the cells were susceptible to the drug treatment.

## Data Availability

The RNA-seq data have been deposited in the GEO database under the accession code: GSE128098.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox13060735/s1, Figure S1: Relative TET1 mRNA expression levels in EOC cell lines; Figure S2: OXPHOS-related genes were demethylated after TET1 expression; Figure S3: TET1-reprogrammed ovarian CSCs tended to use mitochondrial respiration as their energy source; Figure S4: The Seahorse assay demonstrated the differences in mitochondrial function between control and TET1-reprogrammed ovarian CSCs; Figure S5: The TCA cycle metabolites were detected using mass spectrometry; Figure S6: Combination index (CI) analysis of ovarian CSCs after TET1 expression; Table S1: IC_50_ values of Rotenone treatment; Table S2: CI values of combination treatment; Table S3. IC_75_ value of single and combination treatment and drug-dose reduction.

## Abbreviations

5-hmC: 5-hydroxymethylcytosine; 5-mC: 5-methylcytosine; ATP: adenosine triphosphate; α-KG: alpha ketoglutarate; ChIP: chromatin immunoprecipitation; CI: combination index; CK2α: casein kinase-2 subunit alpha; CSC: cancer stem cell; DRI: dose-reduction index; ECAR: extracellular acidification rate; Fa: fraction affected; mtDNA: mitochondrial DNA; mtDNA-CN: mitochondrial DNA copy number; O_2_^-^: superoxide anion; OCR: oxygen consumption rate; OXPHOS: oxidative phosphorylation; ROS: reactive oxygen species; TCA cycle: tricarboxylic acid cycle; TCGA: The Cancer Genome Atlas; TET: ten-eleven translocation; TSS: transcription start site.

# Supplementary material for: Active DNA Demethylase, TET1, Increases Oxidative Phosphorylation and Sensitizes Ovarian Cancer Stem Cells to Mitochondrial Complex I Inhibitor
**Source:** Antioxidants (Basel). 2024 Jun 17;13(6):735. doi: 10.3390/antiox13060735
**Supplement:** Supplementary file 1

## **Supplementary figures legends**

**Figure S1. Relative TET1 mRNA expression levels in EOC cell lines.** TET1 expression levels were normalized to TBP and compared via fold-changes from normal fallopian tubes (FE25, set as 1) in EOCs, as assessed by real-time PCR. Each bar represents the average of triplicate reactions  $\pm$  SD.

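The chart compares the amount of TET1 mRNA between EOC cell lines. Real-time PCR counts amplification cycles, and the difference between TET1 and TBP in the same cDNA corrects for the amount of RNA loaded, so each bar is a ratio to the fallopian tube line FE25. The error bars come from repeated reactions and describe the precision of the PCR, not the spread between cultures.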

**Figure S2. OXPHOS-related genes were demethylated after TET1 expression.** Area charts display the methylation level of control (hydrangea blue) and TET1-reprogrammed (red) cells. For visually representing methylation changes, the stacked areas (non-overlapping areas) can be expressed as demethylation (hydrangea blue) or methylation (red) after TET1 expression. Black bars show the demethylation regions.

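In MethylCap-seq, DNA fragments that carry methylated cytosines are captured with a methyl-binding protein and sequenced, so the height of an area chart at a position reflects how many captured fragments cover it. Areas for control and TET1-reprogrammed cells are drawn over each other, and a position where the control area stands above the TET1 area is read by the paper as demethylation. Of the genes whose charts the paper discusses, NDUFA13 lies on the plus strand of chromosome 19 (GRCh37, 19626545 to 19639863), NDUFAF3 on the plus strand of chromosome 3 (49057892 to 49060928) and SCO2 on the minus strand of chromosome 22 (50961997 to 50964890). The transcription start site around which the charts are centred is thus at the lower coordinate for NDUFA13 and NDUFAF3 and at the higher coordinate for SCO2. The methylation data were not analysed here.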

**Figure S3. TET1-reprogrammed ovarian CSCs tended to use mitochondrial respiration as their energy source.** Control and TET1-reprogrammed ovarian cancer CSCs were treated with an OXPHOS inhibitor, oligomycin, as well as a glycolysis inhibitor, 2-deoxy-D-glucose (2-DG). TET1-reprogrammed ovarian CSCs showed more sensitivity to oligomycin rather than 2-DG. The cell viability was measured and presented using mean values  $\pm$  SD of triplicate experiments. Control was set as 1 (100%). The *p*-values were measured using Student's *t*-test.

**Figure S4. The Seahorse assay demonstrated the differences in mitochondrial function between control and TET1-reprogrammed ovarian CSCs.** The basal respiration was derived by subtracting non-mitochondrial respiration. Next, oligomycin, which is a complex V inhibitor, was added and the resulting OCR was used to derive the ATP-linked respiration by subtracting the oligomycin OCR from baseline cellular OCR. The proton leak respiration was assessed by subtracting non-mitochondrial

respiration from the oligomycin rate. Next, carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (FCCP), which is a protonophore, was added to collapse the inner membrane gradient, thereby allowing the electron transport chain to function at its maximal rate, and the maximal respiratory capacity was derived by subtracting the non-mitochondrial respiration from the FCCP OCR. Finally, rotenone and antimycin A, which are inhibitors of complexes I and III, were added to shut down the electron transport chain function, revealing the non-mitochondrial respiration. Mitochondrial reserve capacity was calculated by subtracting basal respiration from the maximal respiratory capacity.

**Figure S5. The TCA cycle metabolites were detected using mass spectrometry.** The representative peak chromatograms of glutamate, lactate, malate, pyruvate, glucose-6-phosphate, fumarate and  $\alpha$ -ketoglutarate are shown.

**Figure S6. Combination index (CI) analysis of ovarian CSCs after TET1 expression.** Fraction affected (Fa) versus CI plots were generated using the Chou–Talalay method to determine the extent of synergy for a combination of CX-4945 and rotenone in ovarian cancer cell lines. Synergistic effects are defined as  $CI < 1$ , additive effects as  $CI = 1$  and antagonistic effects as  $CI > 1$ . The dotted line in each plot indicates a reference point of a CI value of 1.  $Fa = 0.5$  indicates 50% cell death and  $Fa = 0.8$  indicates 80% cell death.

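The combination index adds, for each drug, the dose needed in the combination divided by the dose needed when the drug is given alone for the same effect. The dose-reduction index is the reverse ratio for each drug, so the combination index is the sum of the inverses of both dose-reduction indices. The indices can be recomputed from the doses in Table S3, at a fraction affected of 0.75. For HeyC2 TET1, the paper's doses are 42.78 μM CX-4945 and 49.81 μM rotenone alone and 3.13 μM and 7.93 μM combined. These gave a recomputed combination index of 0.232 and recomputed dose-reduction indices of 13.67 for CX-4945 and 6.28 for rotenone, and the paper's reported values are 0.232, 13.68 and 6.28. The recomputed combination indices of control and TET1 cells were 0.746 and 0.553 in SKOV3, 2.177 and 0.411 in ES2, and 0.746 and 0.646 in TOV21G, and that of the HeyC2 control was 0.822, each equal to the paper's value. The ratio of rotenone to CX-4945 in the combination was between 2.53 and 2.54 in all cell lines, the constant ratio of the design. The table gives no replicate spread for these doses.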

Supplementary Figure S1

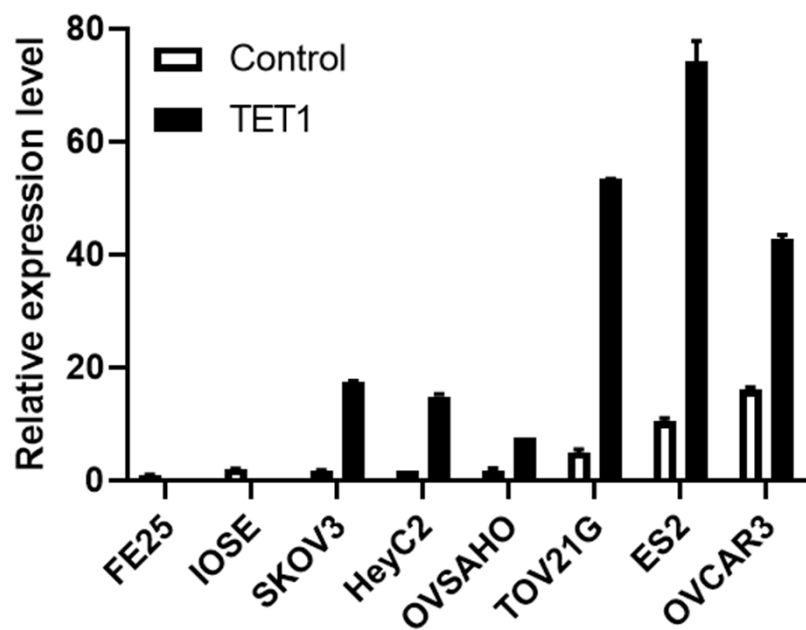

## Supplementary Figure S2

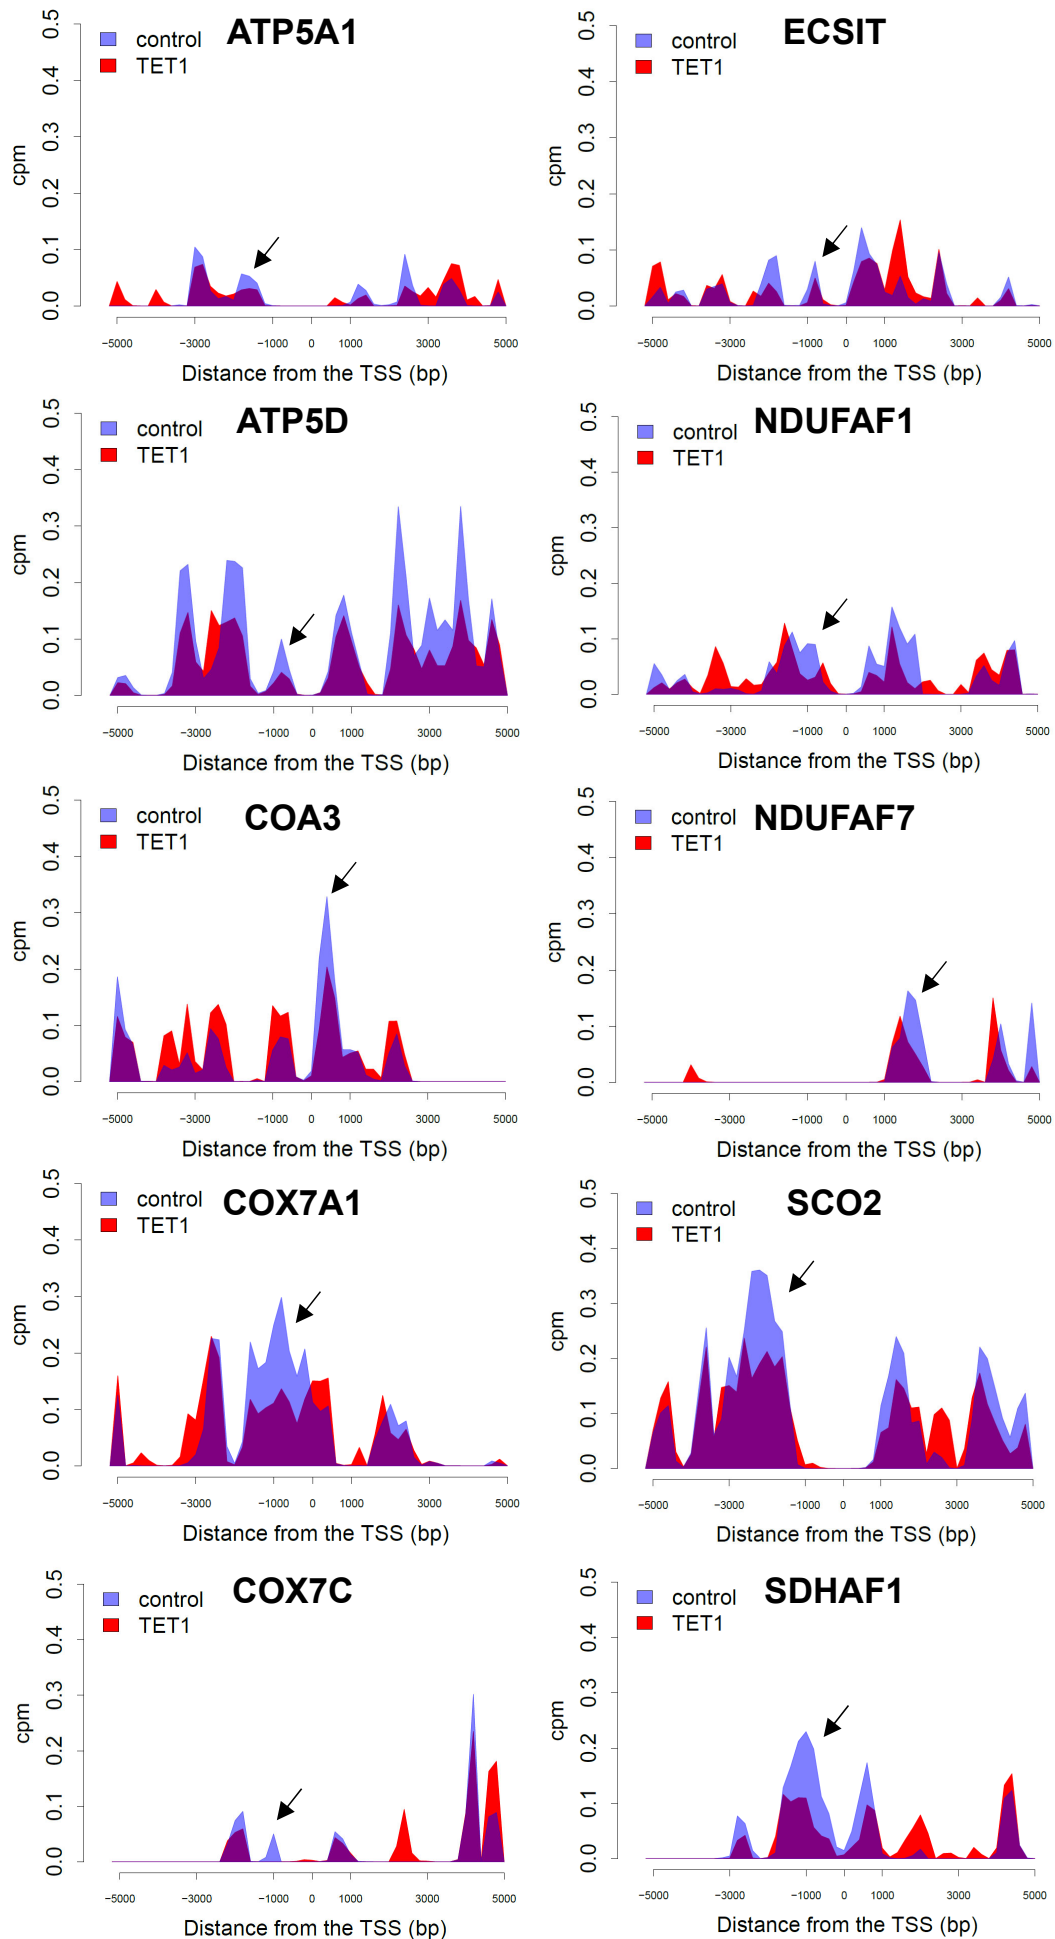

Supplementary Figure S3

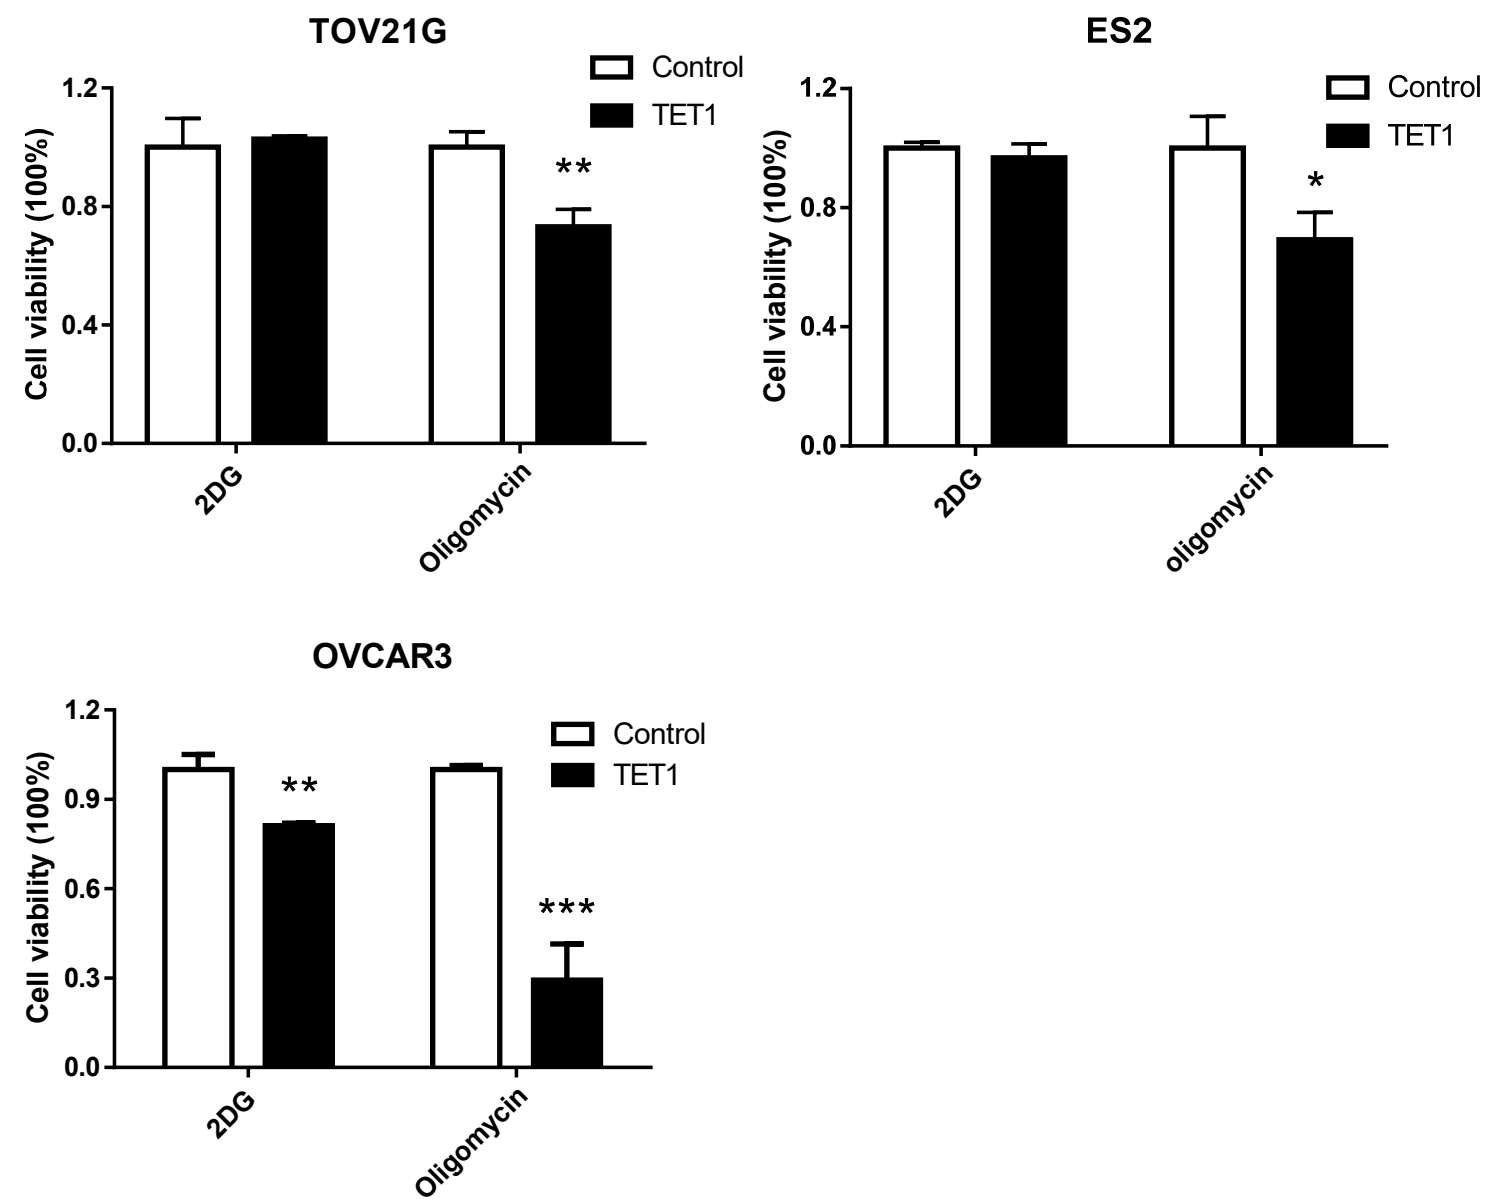

Supplementary Figure S4

OVCAR3

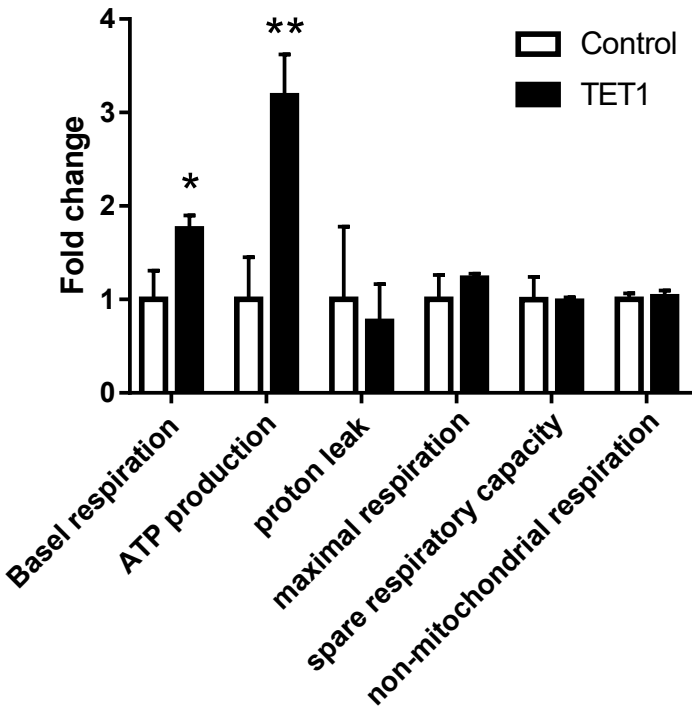

OVSAHO

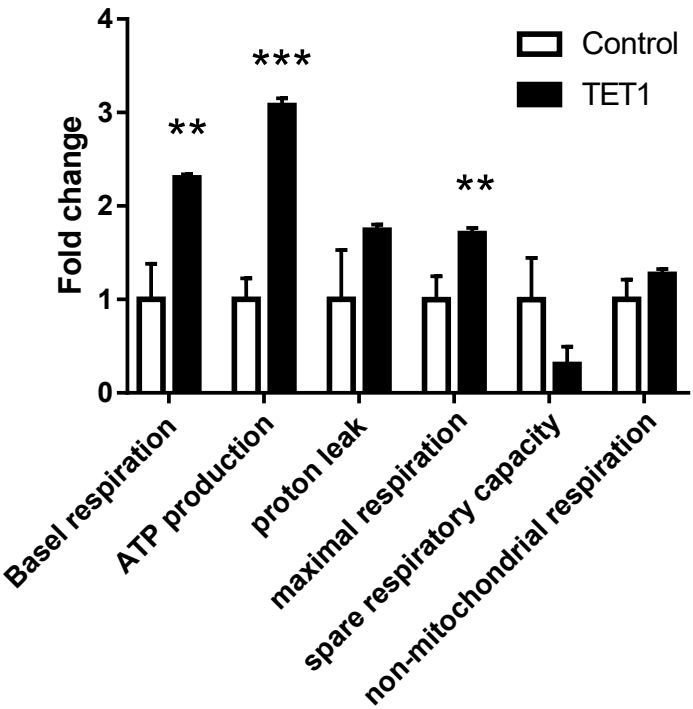

ES2

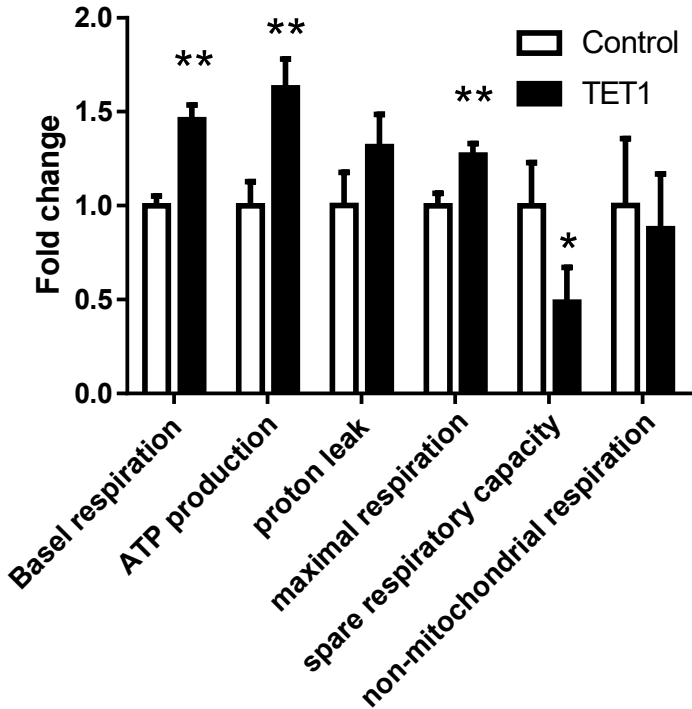

# Supplementary Figure S5

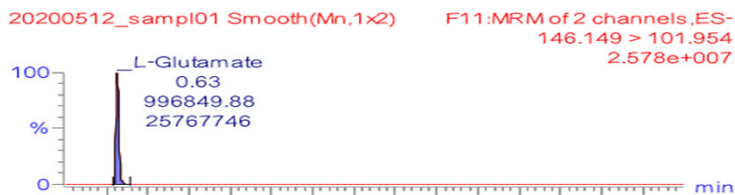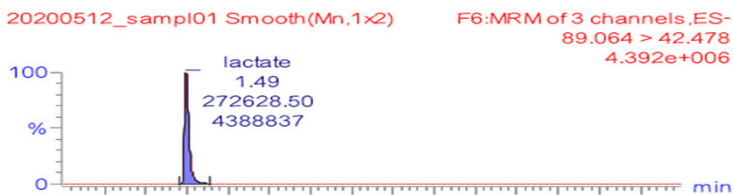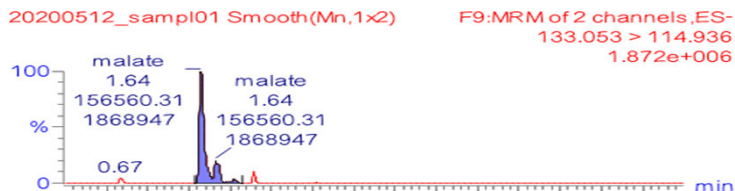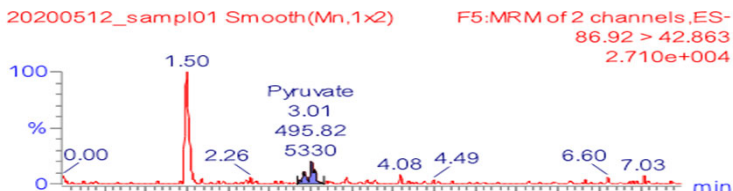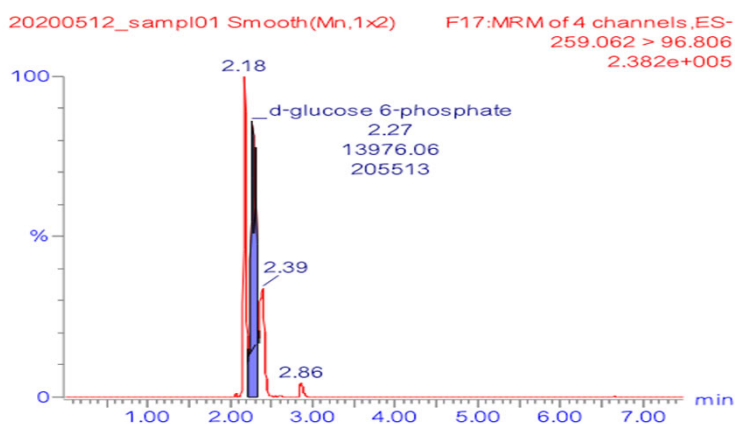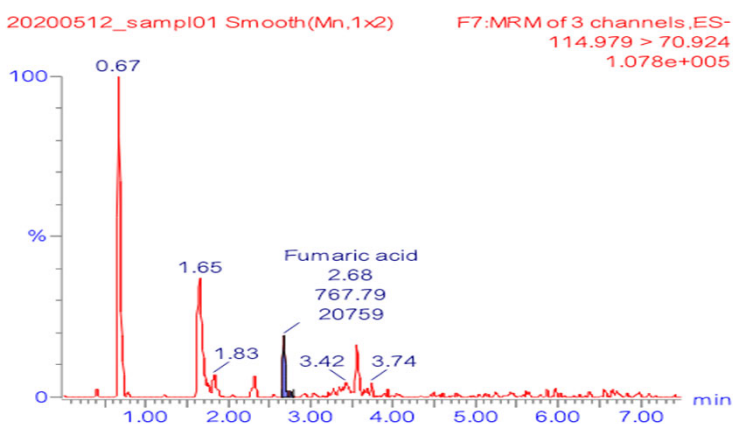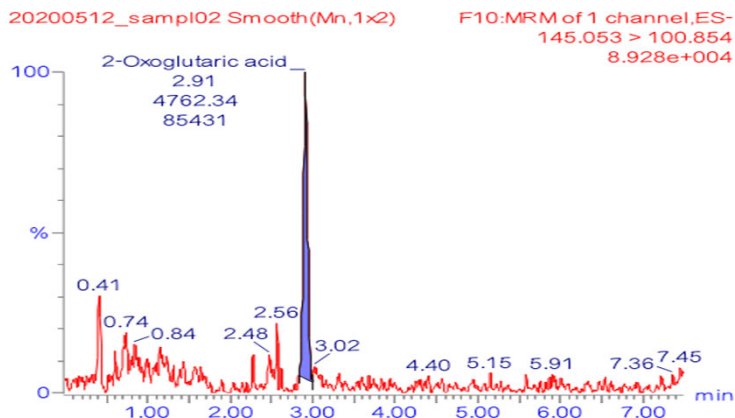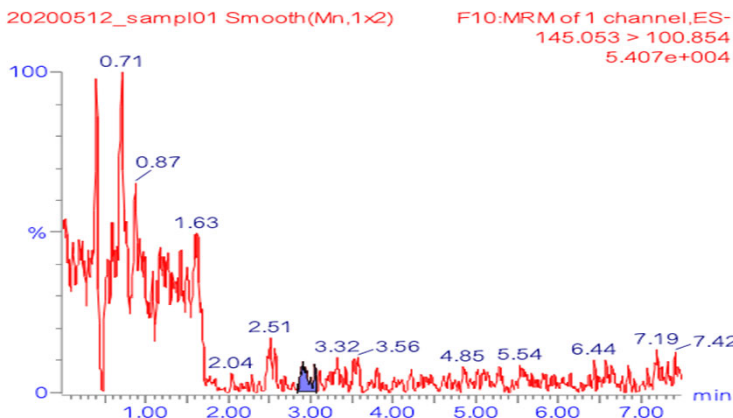

Supplementary Figure S6

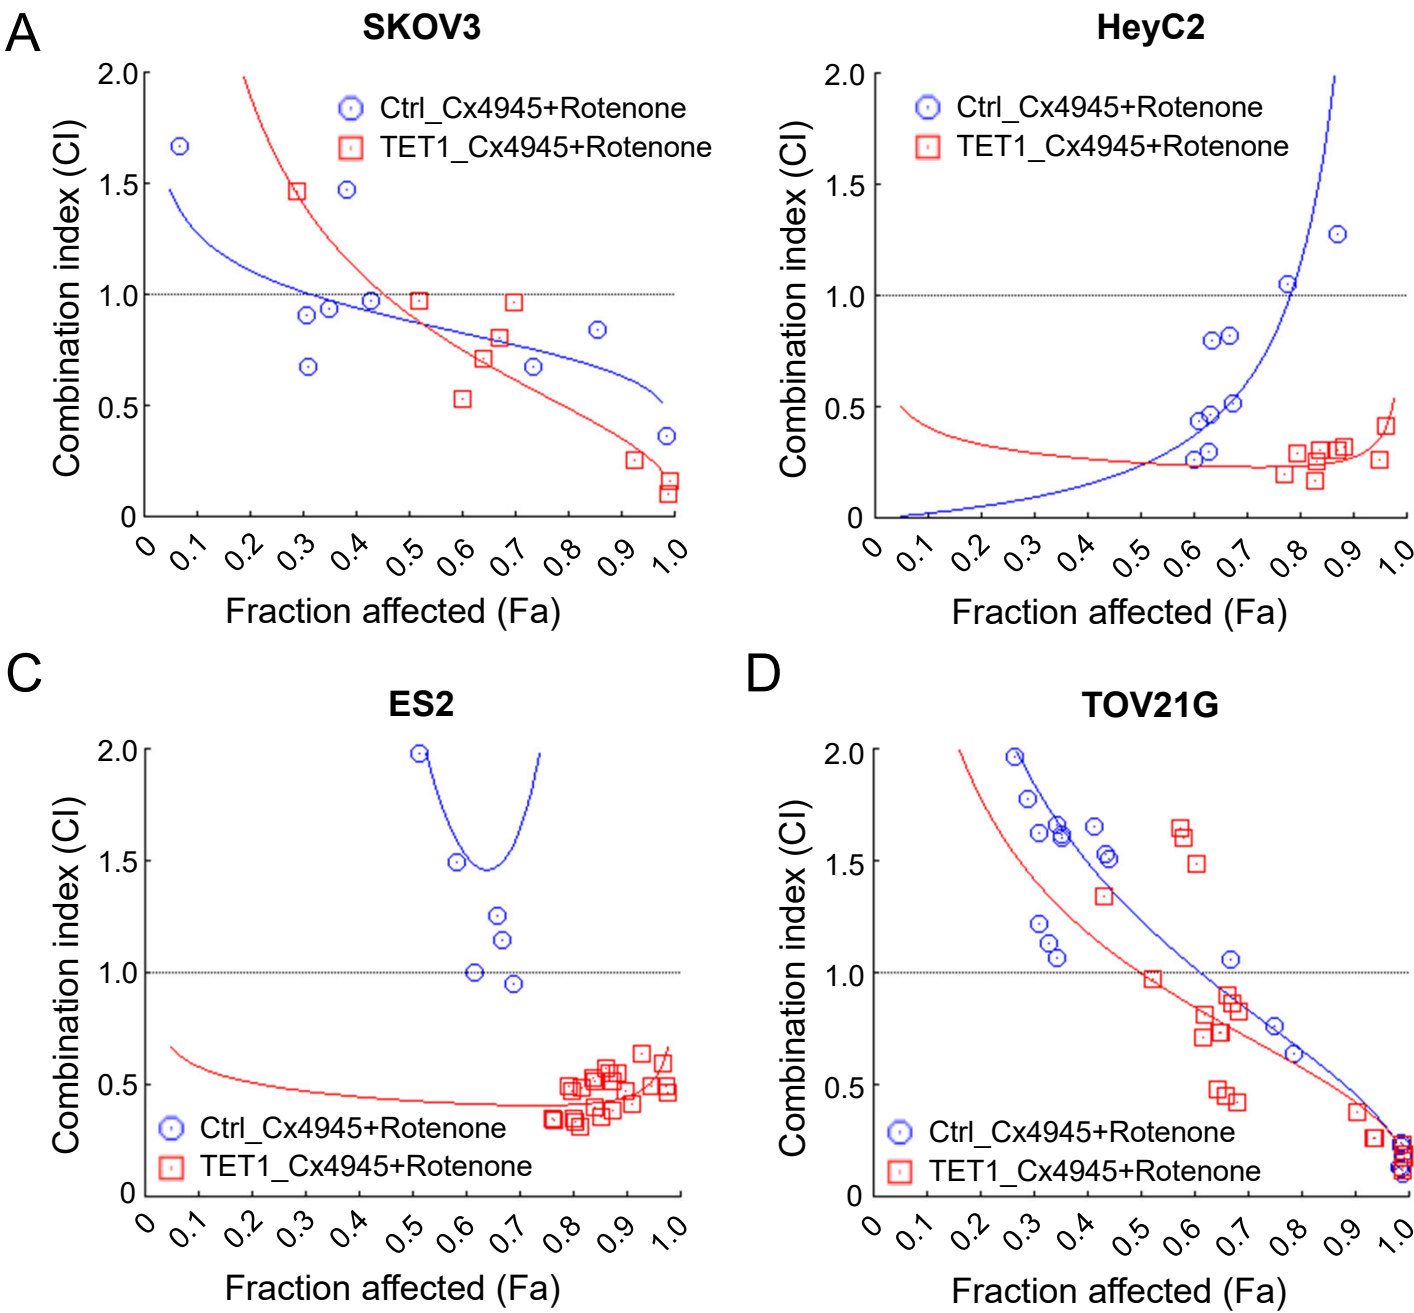

Table S1. IC<sub>50</sub> values of Rotenone treatment (μM)

|        | Control | TET1   | Fold change |
|--------|---------|--------|-------------|
| SKOV3  | 59.174  | 31.650 | 0.535       |
| HeyC2  | 29.197  | 8.860  | 0.303       |
| ES2    | 14.565  | 6.534  | 0.449       |
| TOV21G | 21.734  | 16.758 | 0.771       |

Table S2. CI values of combination treatment ( $\mu\text{M}$ )

| Fa  | SKOV3   |       | HeyC2   |       | ES2     |       | TOV21G  |       |
|-----|---------|-------|---------|-------|---------|-------|---------|-------|
|     | Control | TET1  | Control | TET1  | Control | TET1  | Control | TET1  |
| 0.5 | 0.884   | 0.913 | 0.239   | 0.250 | 2.238   | 0.430 | 1.235   | 1.000 |
| 0.6 | 0.829   | 0.753 | 0.374   | 0.238 | 1.522   | 0.418 | 1.023   | 0.849 |
| 0.7 | 0.775   | 0.617 | 0.616   | 0.232 | 1.647   | 0.411 | 0.836   | 0.712 |
| 0.8 | 0.715   | 0.490 | 1.150   | 0.236 | 3.371   | 0.414 | 0.656   | 0.578 |
| 0.9 | 0.636   | 0.355 | 3.047   | 0.277 | 14.362  | 0.449 | 0.459   | 0.425 |

Table S3. IC<sub>75</sub> value of single and combination treatment and drug-dose reduction (μM)

|        | Fa=0.75  | Control |          | TET1   |          |
|--------|----------|---------|----------|--------|----------|
|        |          | CX4945  | Rotenone | CX4945 | Rotenone |
| SKOV3  | Single   | 30.76   | 131.82   | 19.74  | 123.47   |
|        | Combined | 14.42   | 36.55    | 7.77   | 19.69    |
|        | DRI      | 2.13    | 3.61     | 2.54   | 6.27     |
|        | CI       | 0.746   |          | 0.553  |          |
| HeyC2  | Single   | 53.39   | 87.04    | 42.78  | 49.81    |
|        | Combined | 17.18   | 43.56    | 3.13   | 7.93     |
|        | DRI      | 3.11    | 2.00     | 13.68  | 6.28     |
|        | CI       | 0.822   |          | 0.232  |          |
| ES2    | Single   | 94.59   | 1428.06  | 31.82  | 28.50    |
|        | Combined | 176.30  | 446.95   | 3.41   | 8.65     |
|        | DRI      | 0.54    | 3.20     | 9.33   | 3.29     |
|        | CI       | 2.177   |          | 0.411  |          |
| TOV21G | Single   | 55.17   | 59.36    | 43.08  | 45.93    |
|        | Combined | 12.26   | 31.08    | 8.24   | 20.872   |
|        | DRI      | 4.50    | 1.91     | 5.23   | 2.20     |
|        | CI       | 0.746   |          | 0.646  |          |

DRI: dose-reduction index

How the deposited data were processed for this re-analysis (not part of the article)

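RNA-seq data of HeyC2 and SKOV3 ovarian cancer cells were used, with 1 library per condition (TET1-reprogrammed and empty-plasmid control) in each of 2 cell lines. The deposited values are FPKM, 1 table per cell line with 26506 gene symbols, which the authors made from paired-end TruSeq libraries by alignment to hg19 with Bowtie2 and quantification with RSEM. The annotation, any filter and the read totals are not named by the labels or the paper's text. The values themselves show 1 further step by the authors: the FPKM of each TET1 library were multiplied by a constant so that GAPDH equals its value in the control. This constant was recovered as the ratio of the value steps (0.01 FPKM in the control), and 100% of the distinct values below 40 FPKM lay on the resulting grid in both cell lines.

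From the deposited FPKM, the log2 fold change of each gene was computed with a pseudocount of 1, over genes with a mean FPKM of at least 1 over the 2 libraries of the cell line. Genes at least 1.5-fold higher or lower were counted. For each gene list, the median log2 fold change was placed among 10000 random lists of the same size, drawn with seed 20 from 20 equal bins of mean expression. A list was counted as below the random lists when its percentile was under 2.5, and as above them when fewer than 2.5% of the random lists had a median as high. No test between conditions and no p-value was computed, since each condition has 1 library. The gene lists were written by hand from general knowledge of each pathway before the data were examined, without access to KEGG, and can differ from the lists of the enrichment tool. They are OXPHOS and each of its complexes, the 5 other pathway clusters of Figure 1A, OXPHOS assembly factors, cytosolic and mitochondrial ribosomal proteins, proteasome, cell cycle, hypoxia, interferon response, ATF4 targets, cholesterol synthesis and germline genes. Of the germline genes, 47 were matched and 0 passed the filter in HeyC2 and 1 in SKOV3, so no median is given. The full list of OXPHOS hits by name is not reported here. None of the 13 OXPHOS genes encoded by mitochondrial DNA was matched (0 of 13), and these genes are not analysed here.

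Genes were named by a rule set before the data were examined: TET1, the genes the paper measured by qRT-PCR or studied by methylation, the TET family, CK2 subunits and stemness, cell cycle and EMT genes of its introduction, the 5 largest rises and 5 largest falls shared by both cell lines, and the 3 highest and 3 lowest OXPHOS genes by mean log2 fold change. The ranking of OXPHOS genes covered those that passed the filter in both cell lines. The genes and regions of chromosome 12, the glycolytic genes and the olfactory receptor genes were added after the values were seen. Coordinates, transcript length and GC content came from GENCODE on GRCh37, which is the build of hg19, by symbol. Older symbols were linked through a RefSeq table on GRCh38.p14 that served for names only. In all, 23921 of 26506 symbols (90.25%) were matched, and all genes of the lists corrected for GC content and length had a value.

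Sequencing depth is not given with the FPKM. It was estimated as the number of fragments at which the smallest FPKM values of genes with known transcript length fall on whole fragments, and lay between 6622517 and 7326007 fragments per library. Between 15162 and 16941 genes had an FPKM above 0. The 10 largest genes held 9.70% and 8.97% of the summed FPKM in the HeyC2 control and TET1 libraries and 6.41% and 5.67% in SKOV3. Counting error for a gene near 1 FPKM is large at this depth, and for TET1 the estimate is 14 fragments in the HeyC2 control.

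The calculations were tested on simulated data. All 200 of 200 genes with a planted change were called among 26506 genes. A planted list shift of 0.3 was measured as 0.31 over 12252 genes, and 11 of 200 unchanged lists fell outside the percentile limits. The unchanged lists were random genes with independent noise. They cannot show how often a list of genes that change together falls outside the limits. The planted scale factor was recovered, and the estimated depth was within 0.5% of the true depth in 3 simulations. These simulations used whole fragments, known transcript lengths and depths inside the range searched. The error of the depths estimated for the real libraries, whose annotation is not named, can be larger.

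The alternatives set before the data were examined were pseudocounts of 0.1 and 0.01, no filter on low values, a mean FPKM of at least 5, rescaling to TPM, median centring, upper-quartile scaling, thresholds of 2-fold and 1.2-fold, subunits of complexes I to V only (83 genes), random lists without expression matching, and hits counted in either cell line alone. A further 2 were added after the data were examined: FPKM before the GAPDH scaling, and log2 fold changes corrected for GC content and transcript length in 20 bins each. For a list median, a change was counted as moved when it exceeded the SD of the medians of random lists. For a single gene the limit was the SD over the 500 genes nearest in expression, or a change of sign. Counts were called moved beyond a ratio of 1.5, percentiles when they crossed a limit, and rho at a change of 0.1. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.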

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

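The gene lists were written, and their places among random lists planned, before the data were examined. The lists named here were singled out after the results were seen. All other tests in this part were chosen then too. With 1 library per condition, none of the differences between cell lines was tested for significance.

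The mitochondrial superoxide dismutase gene SOD2 moved in opposite directions in the cell lines, with log2 fold changes as deposited of 2.58 in HeyC2 and -0.96 in SKOV3. The Wnt antagonist gene DKK1 did the same, with 3.63 in HeyC2 and -2.84 in SKOV3. Figure 4D of the paper shows the same directions for SOD2 by qPCR. Neither difference was tested. The GAPDH scaling does not account for either: before it, SOD2 was at 0.89 in HeyC2 and -1.38 in SKOV3, and DKK1 at 1.95 and -3.20. As deposited and before the scaling, each gene thus kept its direction in each cell line. A difference in the response of the cell lines to TET1 and a difference between cultures stay open.

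Targets of the transcription factor ATF4, which respond to amino acid shortage and other stress, were at percentile 0 of random lists in HeyC2 and at percentile 100 in SKOV3, with medians of 0.85 and 1.78. Cholesterol synthesis genes went the other way, at percentile 99.77 in HeyC2 and 0.01 in SKOV3, with medians of 2.03 and -0.17. Before the GAPDH scaling the medians were -0.74 and 1.37 for ATF4 targets and 0.34 and -0.59 for cholesterol synthesis, so the direction of ATF4 targets in HeyC2 depends on the scaling. These differences were not tested. GC content and gene length were argued against, since after correction for both the median of ATF4 targets relative to all genes was still -0.77 in HeyC2 and 1.19 in SKOV3, and that of cholesterol synthesis 0.44 and -0.80. The growth state of the cultures at harvest could change both lists, and with 1 library per condition it cannot be told apart from a response to TET1 that differs between the cell lines.

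Cell cycle genes, which the paper does not analyse in these data, fell relative to other genes in both cell lines. Their median minus that of all genes was -1.30 in HeyC2, where 25 of 32 genes lay below the all-gene median, and -1.16 in SKOV3, where 32 of 32 did. The list's median was 0.31 in HeyC2 and -0.57 in SKOV3 as deposited and -1.23 and -0.99 before the GAPDH scaling, so in HeyC2 the direction depends on the scaling. In both cell lines 0 of 10000 random lists had a lower median. After correction for GC content and gene length the relative medians were -1.28 and -1.13, which argues against these as the cause. An effect of TET1 on proliferation and a denser or slower culture at harvest could each give such a fall, and 1 library per condition keeps them from being told apart.

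In HeyC2, genes of the short arm of chromosome 12, which the paper does not discuss, had a median of -0.71 relative to all genes, whose own median was 1.61 as deposited. None of 8040 runs of as many successive genes on other autosomes was as low (0 of 8040), and the lowest of these runs was at -0.23. The 3 lowest of 240 windows of 50 genes were on this arm, at -0.83, -0.76 and -0.69, and the next was at -0.30. Rises were not weighed in this comparison, though HeyC2 windows on chromosomes 11, 1 and 3 reached 0.50, 0.49 and 0.47. Several explanations are argued against. After correction for GC content and gene length the median was still -0.68. A library of the other cell line under the HeyC2 TET1 label is argued against by the correlation across genes of 0.961 between the HeyC2 TET1 and control libraries, against 0.702 to 0.738 between cell lines. This correlation says nothing about an exchange of labels within HeyC2. An effect of TET1 shared by both cell lines is argued against by the median of 0.00 in SKOV3. In HeyC2, 88.8% of the arm's genes lay below the all-gene median while the long arm was at -0.01. A lower copy number of the arm in HeyC2 TET1 than in the HeyC2 control, both transfected, may explain the fall. This stays a hypothesis, because it was found and tested on the same libraries and no DNA measurement was used. The plot along chromosome 12 shows the running median returning toward 0 before the centromere gap (34856695 to 37856694). An effect of TET1 on this arm in HeyC2 alone was not tested. GAPDH lies on the arm, and its relative log2 fold change of -1.61 is lower than the arm's median.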

How the results depend on the processing

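The settings before the GAPDH scaling and with correction for GC content and length were chosen after the data were examined. No analysis paired by cell line was run. With 1 library per condition, the 2 cell lines would have been its only pairs. Except where a sentence names the cause, the cause of a change was not tested.

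The OXPHOS percentile in HeyC2 stayed under 2.5 in all settings but random lists without expression matching, where it was 19.5. In SKOV3 it stayed inside the limits, between 60.7 and 95.5, in all settings but the same one, where it was 0.5. Without matching, the number of Figure 1A lists below the random lists changed from 1 to 0 in HeyC2 and from 0 to 1 in SKOV3. The 14 comparison lists counted in this part include complexes I to V, which are parts of OXPHOS. The number of them below the random lists changed from 7 to 4 in HeyC2 and from 3 to 6 in SKOV3. Complexes I and V were among the 7 in HeyC2. The number above the random lists changed from 1 to 3 in HeyC2. By construction these changes come from the trend of log2 fold change with expression.

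Settings that rescale the libraries moved the gene counts and the OXPHOS medians, because the GAPDH factor multiplies the FPKM of all genes in the TET1 libraries. With a pseudocount of 1, genes of low FPKM shift less than others. As deposited, 99.5% of changed genes in HeyC2 and 92.0% in SKOV3 were higher. The share was 61.4% and 75.7% with TPM rescaling, 50.3% and 53.5% with median centring, 57.9% and 70.2% with upper-quartile scaling, and 66.3% and 71.3% before the scaling. The median of all genes, 1.61 in HeyC2 and 0.59 in SKOV3 as deposited, became 0.02 and 0.27 with TPM rescaling, 0.00 and 0.18 with upper-quartile scaling, and 0.06 and 0.19 before the scaling.

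With TPM rescaling, 2101 genes were higher and 1320 lower in HeyC2 and 1444 were lower in SKOV3, with 805 higher and 230 lower in both. The OXPHOS median was -0.18 in HeyC2 and 0.02 in SKOV3, with 1 hit at percentile 9. With median centring, TET1 in HeyC2 was at -0.45, since the median of 1.61 was subtracted from a gene of low FPKM that the factor had shifted less. Under this setting 1694 genes were higher and 1676 lower in HeyC2, 2753 and 2393 in SKOV3, and 425 and 325 in both. The OXPHOS median was -0.05 in HeyC2 and -0.20 in SKOV3, with 1 hit at percentile 20.6. With upper-quartile scaling, TET1 in HeyC2 was at 0.31, 1656 genes were higher and 1206 lower in HeyC2, 3781 and 1604 in SKOV3, and 553 and 241 in both. The OXPHOS median was -0.20 in HeyC2 and -0.05 in SKOV3, with 1 hit at percentile 19.1. Before the GAPDH scaling, TET1 in HeyC2 was at 0.34, 1732 genes were higher and 882 lower in HeyC2, 3719 and 1499 in SKOV3, and 595 and 192 in both. The OXPHOS median was -0.11 in HeyC2 and -0.03 in SKOV3, with 1 hit at percentile 15.1. As deposited, hits numbered 25 at percentile 0.965.

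With a pseudocount of 0.1, the log2 fold change of TET1 was 2.57 in HeyC2 and 2.25 in SKOV3, and with 0.01 it was 3.01 and 2.47, since a smaller pseudocount shrinks folds of low values less. Without a filter, 150 genes were lower in HeyC2 and 18 in both cell lines, rho was 0.38 and the OXPHOS median in HeyC2 was 1.51. With a mean FPKM of at least 5, 28 genes were lower in HeyC2 and 5 in both, and 2 comparison lists were above the random lists in SKOV3.

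With a 2-fold threshold, 30 genes were lower in HeyC2, 3700 were higher and 249 lower in SKOV3, 2567 were higher and 2 lower in both, and 6 OXPHOS hits were left. With a 1.2-fold threshold, 106 genes were lower in HeyC2, 1293 in SKOV3 and 21 in both, and OXPHOS had 64 hits at percentile 84.4. By construction a threshold changes counts only. Counted in HeyC2 alone, hits were 102 at percentile 24.4. With subunits of complexes I to V only, the percentile of the hits was 2.69. After correction for GC content and length, 5 genes were lower in both cell lines, the OXPHOS median in SKOV3 was 0.50, hits were 39 at percentile 66.6, and 2 comparison lists were above the random lists in HeyC2. The place of the hits in both cell lines among random lists thus depends on the threshold, the scaling, the list and this correction. Counted in SKOV3 alone as deposited, hits were 27 at percentile 2.27. Before the GAPDH scaling, hits in HeyC2 alone were 4 at percentile 0.625, against a random median of 11. In SKOV3 alone they were 6 at percentile 0.59, against 14.

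Of 1382 further values for single genes and single lists, 466 moved, with 100 or more of them under each of TPM rescaling, median centring, upper-quartile scaling and the setting before the GAPDH scaling. The depth limits the values of TET1, with about 14 fragments in the HeyC2 control, and those of other genes at or below 1 FPKM, such as PPARGC1A, which was listed at 0 in the HeyC2 control.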

Differences from the paper's values

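The number of OXPHOS hits was 25 as deposited, and the paper's number, 22, was within 1.5 times of it. The paper's text names neither the input genes nor the threshold of its enrichment analysis. Nearness of the counts therefore cannot show that the same genes were counted. Among the alternatives set before the data were examined, the count was also within 1.5 times of the paper's with pseudocounts of 0.1 (26) and 0.01 (26), no filter (27), a mean FPKM of at least 5 (24), subunits only (17) and SKOV3 alone (27). It was not with HeyC2 alone (102), thresholds of 2-fold (6) and 1.2-fold (64), or TPM rescaling, median centring and upper-quartile scaling (1 each). Recomputed combination and dose-reduction indices were within rounding of the paper's, the dose-reduction index of CX-4945 in HeyC2 TET1 being 13.67 against the paper's 13.68.

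The paper places OXPHOS first among the metabolic processes after TET1 expression. Relative to expression-matched random lists, the OXPHOS median was at percentile 0.59 in HeyC2 and 65.1 in SKOV3, and the hits in both cell lines at percentile 0.965. Neither OXPHOS nor any of the 5 other pathways of Figure 1A was above the random lists in either cell line, in any setting run. The closest settings were correction for GC content and length, chosen after the data were examined, in which OXPHOS in SKOV3 was at percentile 95.5 and the hits at 66.6, and a 1.2-fold threshold, with the hits at 84.4.

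Figure 1B shows its 11 OXPHOS-related genes higher after TET1 expression in both cell lines by qRT-PCR. In the RNA-seq as deposited, 10 of the 10 genes past the expression filter were higher in HeyC2 and 10 of 11 in SKOV3. The exception was COX7A1, which fell from 3.81 FPKM to 0 in SKOV3. It was listed at 0 in both HeyC2 libraries and is not counted there. Relative to the median of all genes, 8 of 10 were higher in HeyC2 and 4 of 11 in SKOV3, and before the GAPDH scaling 8 of 10 and 5 of 11.

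For Figure 4D, a heat map of 14 mitochondrial biogenesis and antioxidant-related genes by qPCR, 12 genes passed the expression filter in HeyC2 and 14 in SKOV3. The RNA-seq as deposited had the direction of the figure for 10 of these 12 in HeyC2 and 14 of 14 in SKOV3. The exceptions were POLG2 and GPX1, lower in the figure in HeyC2, with log2 fold changes of 1.96 and 2.70. PPARGC1A and PPARGC1B, also lower in the figure in HeyC2, were below the filter there and are not counted. Before the GAPDH scaling 6 of 12 genes in HeyC2 and 10 of 14 in SKOV3 had the direction of the figure, and relative to the median of all genes 6 of 12 and 8 of 14.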

Other observations

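All tests in this part were chosen after the results were seen.

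That statement does not cover the percentiles as deposited of gene lists written before the data were examined. Placing those lists among random lists was the main, planned calculation. The OXPHOS list was higher in TET1 than in control in the FPKM as deposited, by a median of 1.56 in HeyC2 and 0.39 in SKOV3. The scaling of the TET1 libraries to GAPDH accounts for this rise in both cell lines, since before it the medians were -0.11 in HeyC2 and -0.03 in SKOV3. A rise of OXPHOS genes relative to other genes is argued against in HeyC2, where the list was at percentile 0.59. In SKOV3, at percentile 65.1, neither a rise nor a fall relative to genes of like expression can be seen, and correction for GC content and length put the list at 95.5, so a small rise stays open there. An increase of total mRNA per cell would also be hidden by FPKM, and was not tested. The qRT-PCR of Figure 1B is another measurement and is not addressed by these values.

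The scaling rests on GAPDH staying constant. Relative to the median of all genes, GAPDH was at -1.61 in HeyC2 and -0.59 in SKOV3. Other glycolytic genes also fell in HeyC2, among them TPI1 (-1.41), which lies on the short arm of chromosome 12 like GAPDH, and ALDOA (-0.76), PGK1 (-0.76), PKM (-0.70) and LDHA (-0.30), while ENO1 was at 0.06. ENO2 and LDHB, on the same arm as TPI1, were at -0.45 and -0.43. As deposited, all these genes other than GAPDH rose in HeyC2. In SKOV3, LDHA was at -0.98, ALDOA at -0.92, ENO1 at -0.90, PGK1 at -0.69, TPI1 at -0.42 and PKM at -0.24 relative to all genes, while LDHB was at 0.24 and ENO2 at 0.86. They were chosen after the fall of GAPDH was seen, and no biological explanation was tested.

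In SKOV3, log2 fold changes before the GAPDH scaling fell with expression. Relative to the median of all genes they were 0.46 in the decile of genes with the lowest mean FPKM and -0.34 in the highest, a difference of 0.79 before rounding. GC content and gene length are argued against, since the difference was 0.78 after correction. A pseudocount of 0.01 widened it to 1.27. Genomic DNA in the TET1 library is argued against by 379 olfactory receptor genes, whose mean FPKM rose by 0.0042. The median FPKM of the lowest decile rose by 1.04, from 0.88 to 1.92. A lower depth of the TET1 library is argued against by HeyC2, where the TET1 library was also the shallower and the difference was 0.10. A broad activation of weakly expressed genes by TET1 in SKOV3 and a difference between cultures stay open, both untested.

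The highest 3 of 249 windows of 50 genes in SKOV3 all lay on chromosome 17, at 0.68, 0.63 and 0.58 relative to all genes. In HeyC2 the highest windows were at 0.50, 0.49 and 0.47 on chromosomes 11, 1 and 3. All HeyC2 windows of chromosomes 8 and 20 lay above the all-gene median, from 0.11 to 0.46 and from 0.12 to 0.45. No explanation was tested.

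The genes with the largest rises shared by both cell lines were IGFBP2, with log2 fold changes as deposited of 7.53 in HeyC2 and 4.38 in SKOV3, MARCKSL1 (3.66 and 3.98), RHPN1 (3.36 and 4.23), ATHL1 (3.13 and 3.42) and ITGB3 (3.33 and 3.10). Largest among the shared falls were those of C3 (-1.74 and -3.92), MMP1 (-1.70 and -1.71), CCNA1 (-0.81 and -1.43), HJURP (-0.79 and -1.02) and SLC7A5 (-0.78 and -0.83). Before the GAPDH scaling all 10 kept their direction in both cell lines, with IGFBP2 at 5.84 and 3.95 and CCNA1 at -1.55 and -1.80. The ranking of the falls holds for the values as deposited. Before the scaling CCNB1 was at -1.58 and -1.71, and its smaller fall exceeded that of SLC7A5 (-1.25 in SKOV3).

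Among further lists, OXPHOS assembly factors had medians of 1.79 in HeyC2 (percentile 96.0) and 0.35 in SKOV3 (percentile 5.44), hypoxia genes 1.42 (235 of 10000 random lists below) and 0.46 (percentile 37.7), and interferon response genes 0.95 (percentile 0) and 0.80 (percentile 80.4). The median of the 11 genes of Figure 1B was 1.80 in HeyC2 (percentile 76.3) and 0.38 in SKOV3 (percentile 47.3). Among them, the genes studied by methylation were at 1.49 (NDUFA13), 1.80 (NDUFAF3) and 2.32 (SCO2) in HeyC2 as deposited, and at -0.12, 0.19 and 0.71 relative to all genes. In SKOV3 they were at 0.10, 0.62 and 0.21 as deposited and at -0.49, 0.04 and -0.38 relative to all genes. Of genes named in the introduction, VIM was at 0.34 and -0.12 as deposited, CCNB1 at 0.05 and -1.29 and CDK1 at 0.83 and -0.28. Relative to all genes they were at -1.27 and -0.71, -1.56 and -1.87, and -0.78 and -0.87, so in HeyC2 their direction depends on the scaling. SFRP2 was listed at 0 in all 4 libraries. CSNK2A1, which encodes CK2α, was at 2.08 and 0.72, or 0.47 and 0.13 relative to all genes. The other CK2 subunit genes were lower. Relative to all genes, CSNK2A2 was at -0.20 and -0.12 and CSNK2B at 0.11 and -0.48.

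In Table S2, the paper's combination index at a fraction affected of 0.5 was 0.884 in control and 0.913 in TET1 for SKOV3 and 0.239 and 0.250 for HeyC2. For ES2 the paper's values at this fraction were 2.238 in control and 0.430 in TET1, and for TOV21G 1.235 and 1.000. At 0.9 the paper's values were 0.636 and 0.355 for SKOV3 and 3.047 and 0.277 for HeyC2. For ES2 they were 14.362 and 0.449, and for TOV21G 0.459 and 0.425.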
